# Transcriptome Analysis Identifies Immune Markers Related to Visceral Leishmaniasis Establishment in the Experimental Model of BALB/c Mice

**DOI:** 10.3389/fimmu.2019.02749

**Published:** 2019-11-26

**Authors:** Maria Agallou, Evita Athanasiou, Olga Kammona, Spyros Tastsoglou, Artemis G. Hatzigeorgiou, Costas Kiparissides, Evdokia Karagouni

**Keywords:** vaccines, visceral leishmaniasis, transcriptome analysis, neutrophils, disease establishment

## Abstract

Visceral leishmaniasis (VL) caused by *Leishmania donovani* and *L*. *infantum* is a potentially fatal disease. To date there are no registered vaccines for disease prevention despite the fact that several vaccines are in preclinical development. Thus, new strategies are needed to improve vaccine efficacy based on a better understanding of the mechanisms mediating protective immunity and mechanisms of host immune responses subversion by immunopathogenic components of *Leishmania*. We found that mice vaccinated with CPA_162−189_-loaded p8-PLGA nanoparticles, an experimental nanovaccine, induced the differentiation of antigen-specific CD8^+^ T cells in spleen compared to control mice, characterized by increased dynamics of proliferation and high amounts of IFN-γ production after *ex vivo* re-stimulation with CPA_162−189_ antigen. Vaccination with CPA_162−189_-loaded p8-PLGA nanoparticles resulted in about 80% lower parasite load in spleen and liver at 4 weeks after challenge with *L. infantum* promastigotes as compared to control mice. However, 16 weeks after infection the parasite load in spleen was comparable in both mouse groups. Decreased protection levels in vaccinated mice were followed by up-regulation of the anti-inflammatory IL-10 production although at lower levels in comparison to control mice. Microarray analysis in spleen tissue at 4 weeks post challenge revealed different immune-related profiles among the two groups. Specifically, vaccinated mice were characterized by similar profile to naïve mice. On the other hand, the transcriptome of the non-vaccinated mice was dominated by increased expression of genes related to interferon type I, granulocyte chemotaxis, and immune cells suppression. This profile was significantly enriched at 16 weeks post challenge, a time-point which is relative to disease establishment, and was common for both groups, further suggesting that type I signaling and granulocyte influx has a significant role in disease establishment, pathogenesis and eventually in decreased vaccine efficacy for stimulating long-term protection. Overall, we put a spotlight on host immune networks during active VL as potential targets to improve and design more effective vaccines against disease.

## Introduction

Leishmaniasis is a vector-borne disease caused by parasites of the genus *Leishmania* and is transmitted by the bite of female sand-flies to mammalian hosts. It is a poverty-related disease with three main clinical forms, visceral, cutaneous, and mucocutaneous leishmaniasis. Visceral leishmaniasis (VL) is the most severe, systemic form of the disease that is usually fatal if left untreated. Despite the fact that the global incidence of VL has decreased substantially in the past decade as a result of better treatment and vector control, in east Africa the case numbers continue to be sustained (1). For decades, VL has been treated by pentavalent antimonial monotherapy. However, the increasing numbers of non-responsive patients in India have led to increased dosage recommendations with severe toxic side-effects (2). Thus, the development of prophylactic vaccines against leishmaniasis is an urgent need for the control of infection. However, to date there is no registered vaccine for the prevention of human VL. Several candidates that incorporate a range of antigens are in pre-clinical development, but only few of them are in clinical studies (3, 4).

The quest for the missing vaccine for human VL requires the understanding of the infectious process which is still not clearly defined. Experimental models of *Leishmania* infection play a major role in understanding parasite biology, host-pathogen interaction, disease pathogenesis, and parasite transmission. The use of inbred mice was indispensable for the establishment of the T_H_1/T_H_2 paradigm that elegantly explains the axis of resistance vs. susceptibility to cutaneous disease (5), which however does not apply fully in VL (6). In the experimental model of VL, control of parasite replication requires an early and strong T_H_1 response with production of IL-12 and IFN-γ. However, the parasite seems to impair host cell function through CD8^+^ and CD4^+^ T cell exhaustion and differentiation of double-producing IFN-γ and IL-10 Tr1 cells (7). Moreover, it has been shown that immune suppression in spleen during chronic infection is related to the induced structural alterations in spleen tissue architecture leading to splenomegaly (8). Therefore, the mechanisms leading to immune cell suppression and down-regulation of protective immune responses should be fully understood.

In the present study, we tried to shed light into the immune mechanisms related to infection or protective immune responses against VL using an experimental PLGA nanovaccine as a vaccine model. For this reason, we encapsulated into PLGA nanoparticles a 30-mer multi-epitope peptide consisting of multiple overlapping MHC class I and II epitopes obtained from the sequence of *L*. *infantum* Cysteine Protease A (CPA) that are able to induce humoral and cellular immune responses (9). Moreover, PLGA nanovaccines were surface modified with an octapeptide mimicking TNFα for efficient targeting of TNFRII on the surface of dendritic cells (DCs), namely p8, able to elicit protective anti-*Leishmania* CD8^+^ T cell responses (10). Accordingly, in the present study we found that subcutaneous vaccination of CPA_160−189_-loaded p8-PLGA nanoparticles induced antigen-specific CD8^+^ T lymphocytes in the spleen of BALB/c mice. Vaccination provided early but transient protection to *L*. *infantum* infection and was able to restrain the inflammatory response detected in the non-vaccinated mice as revealed by transcriptome analysis in splenic tissues of infected mice. Thus, we were able to identify molecules and pathways that related to VL establishment in the spleen of BALB/c mice. These molecules can be used in novel immunomodulatory interventions with ultimate goal the development of substantially enhanced anti-leishmanial vaccines.

## Materials and Methods

### Preparation of CPA_160−189_-Loaded p8-PLGA Nanoparticles

Poly (lactide-*co*-glycolide) (PLGA) 75:25 (Resomer RG752H, MW: 4–15 kDa), polyvinyl alcohol (PVA) (MW: 30–70 kSa, 87–90% hydrolyzed), phosphate-buffered saline (PBS; 10 × , pH 7.4), N-(3-Dimethylaminopropyl)-N'-ethylcarbodiimide hydrochloride (EDC), and N-hydroxysuccinimide 98% (NHS) were purchased from Sigma-Aldrich (Vienna, Austria). All chemicals used in this study were of analytical grade and commercially available. CPA_160−189_ peptide obtained from the sequence of *L. infantum* CPA protein (GenBank Acc. No.: CAM67356) was synthesized by GeneCust (Labbx, Dudenange, Luxenbourg) with purity ≥95% and a synthetic octapeptide, namely p8 (CTTYQGKL) that mimics the TNFα-docking region with the TNFRII, was synthesized by JPT (Berlin, Germany).

For the preparation of PLGA nanoparticles containing the CPA_160−189_ peptide, 0.3 mL of the peptide solution in PBS (6.6 mg/mL) was added into 3 mL of a PLGA/chloroform solution at a final concentration of 30 mg/mL. Then, PLGA nanoparticles were surface-modified with p8 peptide via a two-step carbodiimide method, as previously described (11, 12). Briefly, 1.5 mL of 7 wt% EDC solution and 1.5 mL of a 0.3 wt% NHS solution both prepared in 20 mM HEPES/NaOH buffer containing 1% (v/v) Pluronic F-68 at pH 7.0 were added into 1 mL of PLGA nanoparticles (empty or loaded with CPA_160−189_ peptide) dispersion in the same buffer at a final concentration of 20 mg/mL, in order to activate the PLGA carboxyl groups (13). The mixture was stirred end-over-end for 2 h at room temperature. The residual reagents were removed by centrifugation at 13,860 × g for 10 min at 25°C. Subsequently, 0.3 mL of 0.1% (w/v) p8 solution in 20 mM HEPES/NaOH buffer containing 1% (v/v) Pluronic F-68 at pH 7 were added to the PLGA NPs dispersion, and the mixture was incubated for 18 h at room temperature. To saturate free-coupling sites, 0.5 mL of 20% (w/v) glycine in 20 mM HEPES/NaOH containing 1% (v/v) Pluronic F-68 at pH 7.0 was added and incubated end-over-end for 1 h at 25°C. The PLGA nanoparticles were subsequently purified by means of two successive centrifugation-redispersion cycles at 13,860 × g for 10 min at 25°C in the same buffer. Finally, to prepare p8-PLGA nanoparticles, the CPA_160−189_ peptide solution was replaced with 0.3 mL of PBS. The obtained PLGA nanoparticles were stored at 4°C for analysis and further use.

### Characterization of PLGA Nanoparticles

The average particle diameter of the PLGA nanoparticles was determined by photon correlation spectroscopy and their zeta potential by aqueous electrophoresis measurements (Nano ZS90; Malvern Instruments Ltd., Malvern, UK). The measurements were performed with aqueous dispersions of PLGA nanoparticles prior to lyophilization.

To determine the loading efficiency of CPA_160−189_ and p8 peptide in PLGA nanoparticles, ~2.5 mg of nanoparticles were dissolved in 0.25 mL DMSO for 1 h following a further dissolution in 1.25 mL of 0.05 N NaOH and 0.5% (v/v) SDS for 3 h at 25°C. The amount of CPA_160−189_ was determined by MicroBCA Protein assay kit (Thermo Scientific) following manufacturer's instructions at 562 nm using a microplate reader (EL808IU-PC; Biotek Instruments Inc, Winooski VT, USA). Empty PLGA nanoparticles were used as controls. The amount of p8 that was conjugated on PLGA nanoparticles' surface was determined with a UV-Vis spectrophotometer (Lamda 35; PerkinElmer, Waltham, MA, USA) measuring fluorescence activity of FITC at 492 nm. The CPA_160−189_ encapsulation efficiency (EE%) as well as p8 conjugation efficiency (CE%) were calculated by the ratio of CPA_160−189_ or p8 mass in/on PLGA nanoparticles over the total mass of CPA_160−189_ or p8 used. Peptide load (CPA_160−189_ or p8) (wt%) was calculated by the ratio of the encapsulated or conjugated mass of peptide over the total mass of the PLGA nanoparticles.

### Mice, Parasite Culture, and Preparation of Soluble *Leishmania* Antigen

Studies were performed with female 6–8 weeks old BALB/c mice reared in the pathogen-free animal care facility at Hellenic Pasteur Institute. They were housed in a climatically controlled room receiving a diet of commercial food pellets and water *ad libitum*. All efforts were made to minimize animal suffering.

*L. infantum* (MHOM/GR/2001/GH8) strain was cultured *in vitro* at 26°C in RPMI-1640 (Biochrom AG, Berlin, Germany) supplemented with 2 mM L-glutamine, 10 mM HEPES, 24 mM NaHCO_3_, 100 U/mL penicillin, 10 μg/mL streptomycin and 10% (v/v) heat-inactivated fetal bovine serum (Gibco, Paisley, UK) which will be referred as complete RPMI.

Soluble *Leishmania* antigen (SLA) was prepared according to a previously described protocol (14). Briefly, 1 × 10^9^ late-log phase promastigotes were washed thrice in PBS and disrupted by five repeated freezing/thawing cycles (liquid N_2_/37°C) following by 5 min incubation on ice. Partially lysed material was exposed for 30 s in a sonicator and then centrifuged for 30 min at 8,000 × g at 4°C. The supernatant containing the SLA was collected and was stored in aliquots at −80°C in aliquots until use.

### Organ Collection and Isolation of Immune Cells

To isolate bone marrow-derived cells for the differentiation of dendritic cells (DCs), femurs and tibiae of the mice were flushed with RPMI in a 100 mm Petri dish. Cells were strained through a 70 μm cell strainer, centrifuged and red-blood cells were lysed with ammonium chloride lysis solution (ACK; 0.15 M NH_4_Cl, 1 mM KHCO_3_, 0.1 mM Na_2_EDTA, pH 7.2). Lysis reaction was stopped by adding ice-cold complete RPMI medium, cells were washed twice and counted prior use. To generate splenocyte single cell suspensions, spleens were collected and individually placed in 5 mL of RPMI. Then, spleens were transferred in a 100 mm Petri dish and mechanically dissociated into single-cell suspension in RPMI. Red-blood cells were removed by treating spleen cells with ACK, as above. After lysis, cells were washed twice and counted before use.

### Differentiation and Characterization of Bone Marrow-Derived Dendritic Cells Maturation Profile After Sensitization With CPA_160−189_-Loaded p8-PLGA Nanoparticles

DCs were generated from the isolated bone marrow derived cells, as previously described (15). Briefly, cells obtained from the bone marrow were cultured in complete RPMI supplemented with 20 ng/mL recombinant murine GM-CSF (Peprotech, London, UK). On days 3 and 6, loosely adherent cells were harvested and re-suspended in fresh culture medium supplemented with the same dose of GM-CSF. On day 7, non-adherent cells were harvested and assayed for their phenotype as DCs by staining with PE-conjugated anti-mouse CD11c monoclonal antibody (clone HL3, BD Biosciences, Erembodegem, Belgium). Routinely, the percentage of CD11c^+^ cells were >85%. To analyze DC maturation induced by PLGA nanoparticles, DCs were harvested on day 7 of culture, seeded in 24-well plates at a density of 1 × 10^6^ cells/mL and cultured in the presence of (i) p8-PLGA nanoparticles or (ii) CPA_160−189_-loaded p8-PLGA nanoparticles, for 24 h at 37°C in a humidified CO_2_ incubator. DCs in medium alone were used as negative control. At the end of incubation, cells were washed to remove free PLGA nanoparticles followed by a wash with FACS buffer (PBS – 3% (v/v) FBS). The cells were then labeled with R-PE-conjugated anti-mouse CD40 (clone 3/23), CD80 (clone 16-10A1), MHCI (clone SF1-1.1) (all used in 1:100 dilution) or MHCII (clone 2G9; 1:200 dilution) monoclonal antibodies for 30 min at 4°C in the dark. All antibodies were purchased from BD Biosciences. After staining, cells were washed with FACS buffer and subjected to flow cytometric analysis using a FACS Calibur system (Becton-Dickinson, San Jose, CA, USA) running CellQuest software. Data were analyzed using FlowJo software version 10.0 (Tree Star Inc., Ashland, OR, USA).

### Vaccination Schedule and *Leishmania infantum* Challenge of Mice

BALB/c mice (*n* = 25/group) were vaccinated subcutaneously in the upper and dorsal region with CPA_160−189_-loaded p8-PLGA nanoparticles re-suspended in a total volume of 0.1 mL of sterile PBS. Taking into account the CPA_160−189_ loading, each mouse received 2 μg of CPA_160−189_. Two booster doses followed at 2 week intervals. Mice receiving equal amounts of p8-PLGA nanoparticles in PBS in relation to CPA_160−189_-loaded p8-PLGA nanoparticles or PBS alone served as controls. Two weeks after each injection, mice (*n* = 5/group) were euthanized and spleens were collected to analyze the immune responses induced by vaccination. Then, the remaining vaccinated and non-vaccinated mice were challenged by injecting intravenously 2 × 10^7^ stationary phase *L. infantum* promastigotes. Non-vaccinated non-infected (naïve) mice served as negative control group. The prophylactic efficacy of CPA_160−189_-loaded p8-PLGA nanoparticles was assessed in spleen and liver at 4 and 16 weeks post challenge.

### Antigen-Specific Cellular Activity in Spleen

Spleen cells were isolated from vaccinated and non-vaccinated mice at 2 weeks after each vaccination, as well as 4 and 16 weeks post *L. infantum* challenge and were cultured in 96-well round-bottom plates at a density of 2 × 10^5^ cells/200 μL/well in the presence of CPA_160−189_ (5 μg/mL) for 96 h at 37°C and 5% CO_2_. Spleen cells cultured in medium alone or in the presence of Con A (6 μg/mL; Sigma-Aldrich, St. Louis, MO, USA) served as negative or positive control, respectively. Cells proliferation was measured by [^3^H]-TdR (Perkin-Elmer, Boston, MA, USA) incorporation during the last 18 h of the culture period and subsequent measurement of [^3^H]-TdR incorporation was determined on a microplate scintillation β-counter (Microbeta Trilux, Wallac, Turcu, Finland). All assays were performed in triplicates and results were obtained as counts per minute (cpm). Stimulation index (S.I.) was calculated according to the following formula: S.I. = cpm measured in lymphocytes in the presence of antigen or mitogen / cpm measured in lymphocytes in medium alone.

In parallel, similar spleen cell cultures from each mouse group were performed for the determination of IL-2, IFN-γ, TNFα, IL-4, and IL-10 production. Briefly, spleen cells were plated in 24-well plated at a density of 2 × 10^6^ cells/mL and incubated for 72 h in the presence of CPA_160−189_ (5 μg/mL) or SLA (12.5 μg/mL). At the end of incubation, cell-free supernatants were harvested by centrifugation, aliquoted, and stored at −80°C until assayed for cytokine production with magnetic bead multiplex array (Millipore, Billerica, MA, USA). Data were acquired on a Luminex 200 (Oosterhoot, The Netherlands) and analyzed using xPONENT software (Luminex).

### Endogenous CD4^+^ and CD8^+^ T Cell CPA_160−189_-Specific Response

CD4^+^ and CD8^+^ T cell CPA_160−189_-specific activation was measured by using intracellular IFN-γ staining as described previously (14). Briefly, 2 weeks after the end of vaccinations, 1 × 10^6^ spleen cells were cultured in the presence of CPA_160−189_ (5 μg/mL) or medium alone for 48 h at 37°C and 5% CO_2_. At the last 4 h of incubation, cells were exposed to brefeldin A (2.5 μg/mL), washed in FACS buffer and stained with either FITC-conjugated anti-CD4 (clone L3T4) or anti-CD8 (clone 53-6.7) mAbs (1:100 dilution; BD Biosciences) for 30 min. Next, cells were fixed with 2% paraformaldehyde, stained with PE-conjugated anti-IFN-γ (clone XMG1.2) mAb (1:100 dilution; BD Biosciences) in permeabilization buffer for 30 min at 4°C in the dark. After a washing step with FACS buffer, 20,000 cells were analyzed with flow cytometry and data were processed as previously described.

### Evaluation of Parasite Load by Quantitative Polymerase Chain Reaction (qPCR)

The parasite load in spleen and liver was evaluated at 4 and 16 weeks post *L. infantum* challenge by quantitative PCR (qPCR) targeting a 74 bp region of the *L. infantum* arginine transporter AAP3 gene, according to a previously described protocol (16) with some modifications. Briefly, DNA was extracted from about 10 mg of spleen or liver tissue from infected mice using NucleoSpin TissueMN (Macherey-Nagel, Germany) according to the manufacturer's instructions. The quantity and purity of the DNA were determined with the spectrophotometer NanoDrop® 2000 (Thermo Fischer Scientific). Parasite load was determined using a previously described TaqMan-based qPCR assay (10). Quantification was performed using standard curves prepared from DNA extracted from ten-fold serial dilution of *L. infantum* parasites (range 1–1 × 10^5^). Finally, the total number of *L. infantum* parasites per organ was calculated according to the equation below, where V_elution_ corresponds to the volume of eluted DNA, V_DNAtarget_ to the volume of DNA target used per reaction, W_organ_ to the total weight of the organ and W_biospsysample_ to the weight of the biopsy sample subjected to DNA extraction: number of parasites per organ = (number of parasites per reaction × V_elution_ × W_organ_) / (V_DNAtarget_ × W_biospsy sample_).

### RNA Extraction, Labeling, and Affymetrix Expression Array Processing

Total RNA was extracted from sampled spleen tissue that was aseptically excised, snap frozen in liquid nitrogen, and stored at −80°C using Qiazol (Qiagen, Maryland, USA). RNeasy Microarray Tissue kit (Qiagen) was subsequently used for mRNA enrichment following manufacturer's instructions. Isolated total RNA was checked for integrity using the RNA 6000 Nano LabChip kit on the Agilent Bioanalyzer 2100 (Agilent Technologies, Inc., Palo Alto, CA) and concentration using the ND-1000 Nanodrop (Thermo Fisher Scientific, Wilmington, Delaware USA). Only RNA samples with RIN number >7 were used for microarray analysis. Approximately, 300 ng of total RNA were used to generate biotinylated complementary RNA (cRNA) for each group using the GeneChip® WT PLUS Reagent Kit protocol for Whole Transcript (WT) Expression Array, Rev3. A second cycle of cDNA synthesis followed along with a purification step. Then, 6 μg of the single-stranded DNA was fragmented, labeled with the appropriate labeling reagent, and hybridized to GeneChip® Mouse Gene 2.0 ST arrays (Affymetrix, UK). Arrays were scanned on Affymetrix GeneChip® Scanner 3000 at 570 nm. Microarray analysis was performed on 2 biological replicates per group. Images and data were acquired and analyzed using the Affymetrix® GeneChip® Command Console® Software (AGCC). R/Bioconductor was used for initial microarray quality control, normalization, filtering and differential expression analysis. Background correction, quantile normalization, and probe set summarization was performed using the rma function from “oligo” package (17, 18). Probe sets were annotated with Entrez IDs, Ensembl Gene IDs, Gene Symbols and Gene Names using chip-specific annotation package “mogene20sttranscriptcluster.db.” In order to filter probe sets of consistently low intensity, the median of each probe set intensity across all samples was calculated. Probe sets were required to exhibit an intensity higher that the first quartile (Q1) of the median intensities in more than half of the samples to be considered in downstream analyses. Unannotated probe sets were also removed. Package “limma” (19) was employed to perform differential expression (DE) analysis. MIAME compliant raw and processed microarray data have been deposited at GEO under study ID GSE134661. The Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.8; http://david.abcc.ncifcrf.gov/) was used to investigate the functional enrichment of differentially expressed genes. These analyses allowed the identification of Gene Ontology (GO) biological processes (BP) among the enriched lists and a minimum GO level of 4 to exclude too broad terms. Putative protein-protein interactions were identified using STRING (20). Venn diagrams were generated using Venn diagram tool (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Short Time-Course Analysis of (Non-)vaccinated Samples

A total of 629 annotated probe sets that were significantly different in at least one of the performed comparisons (adj. *p-value*_*ANOVA*_ <0.05) were utilized in the short time-course analysis, conducted with STEM (Short Time-series Expression Miner) (21). Annotated (spot IDs and Gene Symbols) log_2_-transformed expression ratios from 4 and 16 weeks non-vaccinated infected mice against naïve group were used as input in STEM and therefore the “*No normalization/add 0”* setting was employed. “*Minimum Absolute Expression Change”* across any two time points was set to 0.585, signifying 1.5 fold-change. Parameters “*Maximum Number of Model Profiles”* and “*Maximum Unit Change in Model Profiles between Time Points”* were set at the default values (50 and 2, respectively) and “*STEM Clustering Method”* was selected to create candidate temporal profiles (22). The number of expected genes for each candidate profile to have estimated by performing permutations among the available time-points and genes in the true time-point order were assigned to the candidate profiles. Profiles with significantly more genes assigned than expected (Benjamini-Hochberg *p-value* correction) were determined. Enrichment analysis with Gene Ontology (23) was conducted for each model profile using mouse annotation from the Gene Ontology Consortium (www.geneontology.org/ontology/gene_ontology.obo, GOC Validation Date: 11/17/2017). GO enrichment analysis was constrained to Biological Processes and a minimum GO level of 4 to exclude too broad terms. GO categories with adj. *p* < 0.05 were considered significant. *P-value* correction in GO enrichment was performed by randomization: 500 samples of random genes of equal size as each set being analyzed were drawn and the proportion of random samples that enriched any category with a *p-value* smaller than the true *p-value* was estimated.

### Validation of Gene Expression by Real-Time Quantitative PCR (RT-qPCR)

To confirm observations from the gene chip data, TaqMan® Array 96-Well FAST plate (Applied Biosystems, CA, USA) was used to detect genes (*Cxcl9, Cxcl11, Il21, Lag3, Cd274, Pdcd1lg2, Lilrb4*, and *Lgals9*) in 3 biological replicate RNA samples from each mouse group at 4 and 16 weeks post challenge maintained at −80°C until used. One microgram of RNA were used for cDNA synthesis using the PrimeScript® RT Reagent kit (Takara, Japan). Gene expression was determined by measuring the fluorescence signals in real time with the use of ViiA™7 Real Time PCR System (Applied Biosystems) and critical threshold values were generated using the ViiA™7 Software Version 1.2.1 (Applied Biosystems). HPRT was used as an internal control to calculate fold changes in target genes in spleen biopsy samples obtained from infected mice that have been previously vaccinated with CPA_160−189_-loaded p8-PLGA nanoparticles and non-vaccinated infected mice, by use of 2^−ΔΔCT^ method. The correlation between microarray and qRT-PCR results was analyzed by Spearman's Rho test. Significance level was set as *p* < 0.01.

### Statistical Analysis

All results are expressed as mean ± standard deviation (SD). GraphPad Prism version 6.0 software (San Diego, CA, USA) was used for statistical analysis. One-way ANOVA with multiple comparisons Tukey-Kramer post-test or two-way ANOVA with multiple comparisons Bonferroni post-test were performed, when required, in order to assess statistically significant differences among experimental groups. For microarray analysis, limma moderated *t*-tests and one-way ANOVA were used to identify genes that varied significantly between two or more than two groups respectively and Benjamini-Hochberg procedure was utilized to adjust for multiple comparisons. A value of *p* < 0.05 was considered significant for all analyses, unless stated otherwise.

## Results

### *In vitro* Evaluation of DC Maturation After Uptake of CPA_162−189_-Loaded p8-PLGA Nanoparticles

We have recently developed PLGA nanoparticles that were surface modified with an 8-mer TNFα-mimicking peptide (will be referred as p8-PLGA nanoparticles) for the specific targeting of TNFRII on DCs' surface. We showed that these modified PLGA nanoparticles were superior to non-modified PLGA nanoparticles in the context of DCs targeting and uptake and induction of protective immune responses against *Leishmania* when encapsulating SLA (10). We proceeded on the construction of peptide-based p8-PLGA nanovaccines through encapsulation of a rationally designed 30-mer peptide, CPA_160−189_, into p8-PLGA nanoparticles. Physicochemical analysis of the synthesized p8-PLGA nanoparticles showed that their characteristics regarding size (417.0 ± 25.1 nm) and charge (−4.9 ± 4.8 mV) could favor their uptake by DCs (Table 1). Their zeta potential was considerably less negative than non-functionalized PLGA nanoparticles, reflecting the successful conjugation between the free anionic carboxyl groups residing on the nanoparticles surface and the amino groups of the p8 peptide. The conjugation efficiency for p8 on PLGA NPs surface was in the range of 63.6 ± 01.5% and caused increase in their average size from 312 ± 3.8 nm to 417 ± 25.1 nm (Table 1). p8 conjugation remained unaffected by CPA_160−189_ encapsulation (Table 1). Specifically, the mean encapsulation efficiency (EE) of CPA_160−189_ was 67.5 ± 12.1%, and the antigen loading was 15 ± 3 μg of CPA_160−189_ per mg of CPA_160−189_ nanoparticles, respectively (Table 1). Investigation of their uptake by DCs with flow cytometry verified that these nanoparticles were efficiently taken up by DCs *in vitro* regardless of whether or not CPA_160−189_ peptide was encapsulated (Figure 1A). As only fully mature DCs are capable of inducing strong and sustained cellular immune responses, the impact of nanoparticle uptake on DC maturation by means of co-stimulatory and MHC molecules expression was then determined. Flow cytometry revealed that DC sensitization with the p8-PLGA nanoparticles triggered significantly higher levels of CD40–, CD80- and MHCI-expressing DCs compared to immature DCs (medium) (CD40: 70.35 ± 0.78% vs. 52.25 ± 0.64%, *p* < 0.05; CD80: 66.65 ± 4.46% vs. 51.45 ± 1.34%, *p* < 0.05; MHCI: 74.15 ± 7.45% vs. 53.80 ± 0.46%, *p* < 0.05) (Figures 1B–D). Even though CPA_160−189_ encapsulation into p8-PLGA nanoparticles did not exhibit any further effect in the number of CD40-, CD80-, MHCI-, and MHCII-expressing DCs compared to DCs sensitized with p8-PLGA nanoparticles (Figures 1B–E), it affected the number of CD40 and CD80 molecules expressed on DCs surface (CD40: 51.35 ± 12.71 vs. 24.63 ± 8.65, *p* < 0.05; CD80: 105.4 ± 26.76 vs. 43.13 ± 30.82, *p* < 0.05), as expressed by MFI, whereas the number of MHCI and MHCII expression remained the same between the two groups (Figures 1F–I).

**Table 1:** Physicochemical properties of the synthesized p8-PLGA nanoparticles^a^.

**Formulation**	**Average size (nm)**	**Zeta potential (mV)**	**Antigen loading (μg/ml)**	**Antigen EE^b^(%)**	**p8 loading (μg/ml)**	**p8 CE^c^ (%)**
PLGA	312.8 ± 3.8	−19.1 ± 5.7	-	-	-	-
p8-PLGA	417.0 ± 25.1	−4.9 ± 4.8	-	-	10 ± 10	63.6 ± 1.5
p8-PLGA-CPA_160−189_	428.4 ± 35.4	−5.7 ± 3.9	15 ± 3	67.5 ± 12.1	9 ± 0.2	61.9 ± 0.1

a *Results are presented as mean ± S.D. (n = 3), where applicable*.

b *EE: encapsulation efficiency*.

c *CE: conjugation efficiency*.

**Figure 1:**
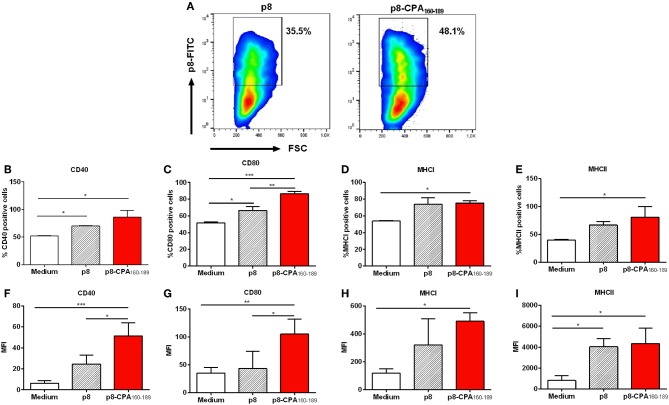
Dendritic cell induced-maturation after CPA_160−189_-loaded p8-PLGA nanoparticles. Bone-marrow-derived DCs were exposed to CPA_160−189_-loaded p8-PLGA nanoparticles for 24 h. DCs cultured in medium alone or p8-PLGA nanoparticles served as controls. Nanoparticle uptake and DC maturation were assessed by flow cytometry. **(A)** Evaluation of CPA_160−189_-loaded p8-PLGA nanoparticle uptake by DCs. Percentage of **(B)** CD40-, **(C)** CD80-, **(D)** MHCI-, and **(E)** MHCII-expressing CD11c^+^ DCs. Mean fluorescent intensity (MFI) of **(F)** CD40, **(G)** CD80, **(H)** MHCI, and **(I)** MHCII on CD11c^+^ DCs. Results represented as mean ± SD of three independent experiments and levels of significance, indicated by *p*-values, were assessed by one-way ANOVA and Tukey's multiple comparison tests (*p < 0.05; **p < 0.01; ***p < 0.001).

### Vaccination With CPA_162−189_-Loaded p8-PLGA Nanoparticles Led to the Differentiation of CPA_160−189_-Specific T Cell Populations

In order to investigate whether vaccination with CPA_162−189_-loaded p8-PLGA nanoparticles induced CPA_160−189_-specific immune responses, BALB/c mice were vaccinated with p8-PLGA nanoparticles having encapsulated CPA_160−189_ or p8-PLGA nanoparticles as a control group, three times at 2 weeks intervals (Figure 2A). As expected, priming with CPA_162−189_-loaded p8-PLGA nanoparticles induced CPA_160−189_-specific responses which were further enhanced after the first booster reaching 3–fold (*p* < 0.01) higher proliferative capacity over the PBS control mice after *ex vivo* stimulation with the CPA_160−189_ (Figure 2B). Importantly, proliferation levels were kept stable after the second booster suggesting the vaccine elicitation of strong immune responses (Figure 2B). The enhanced splenocyte proliferation detected 2 weeks after the second booster in vaccinated animals was complemented by significant levels of IL-2 secretion (18.7 ± 2.6 pg/mL vs. n.d.; *p* < 0.001) in comparison to PBS control group (Figure 2C). In parallel, detection of T_H_1-promoting IFN-γ and TNFα, as well as T_H_2-promoting IL-4 and IL-10 cytokines production showed that these mice developed predominantly a CPA_160−189_-specific IFN-γ-secreting T cell response (52.9 ± 12.3 pg/mL vs. 1.4 ± 0.2 pg/mL; *p* < 0.001) (Figure 2D). In contrast, IL-4 (2.4 ± 0.9 pg/mL vs. 1.8 ± 0.1 pg/mL) and TNFα (3.5 ± 0.9 pg/mL vs. 3.4 ± 1 pg/mL) secretion levels were significantly lower to IFN-γ, and comparable to that of PBS control mice group (Figures 2E,F). Moreover, CPA_160−189_ stimulation did not induce the production of IL-10 from spleen cells obtained from vaccinated mice (data not shown). As the production of IFN-γ provided first indication of the presence of CPA_160−189_-specific CD4^+^ and/or CD8^+^ T cells, their presence was confirmed using ICS. Specifically, an increasing trend that did not reach significance in the percentage of intracellular IFN-γ was detected in CD4^+^ T cells with the higher percentage of intracellular IFN-γ detected within CD8^+^ T cells from mice vaccinated with CPA_160−189_-loaded p8-PLGA nanoparticles as compared to PBS- and p8-PLGA nanoparticle-vaccinated mice (*p* < 0.001 and *p* < 0.05, respectively) (Figures 2G,H). Combined, the above data suggest the induction of CPA_160−189_-specific CD8^+^ T cells after vaccination with the CPA_160−189_ peptide in the context of p8-surface modified PLGA nanoparticles.

**Figure 2:**
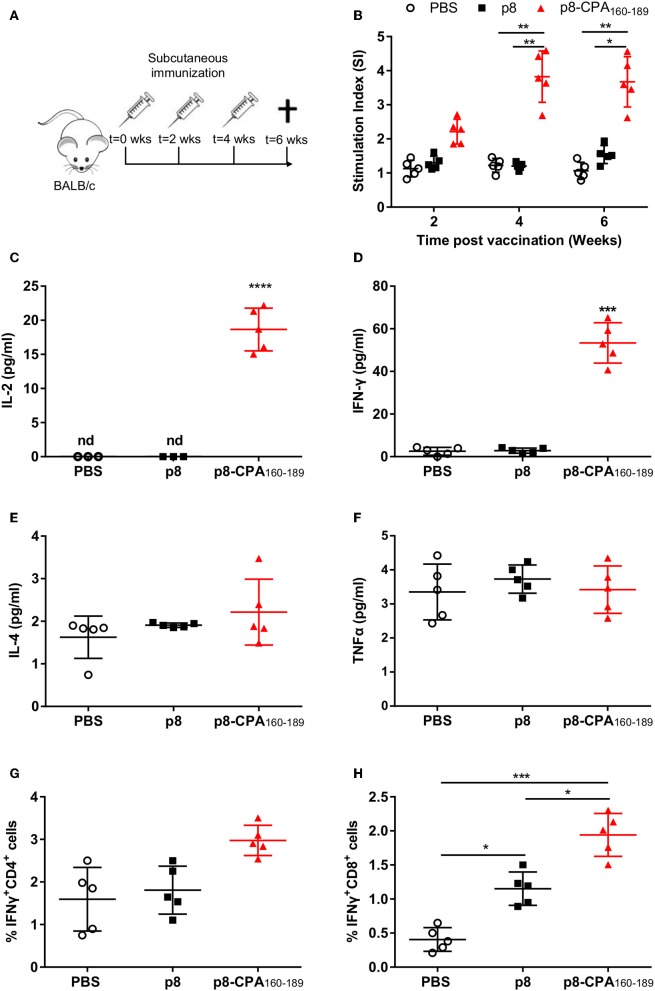
CPA_160−189_-specific immune responses in BALB/c mice post vaccination. **(A)** BALB/c mice were vaccinated thrice with 2 week intervals with CPA_160−189_-loaded p8-PLGA nanoparticles or p8-PLGA nanoparticles. **(B)** Two weeks after each vaccination, spleens were collected and splenocytes were stimulated *in vitro* with CPA_160−189_ for 72 h. CPA_160−189_-specific splenocyte proliferation was determined by [^3^H]-thymidine incorporation after another 18 h of culture. The culture supernatants from spleen cell cultures obtained 2 weeks after the last booster vaccination were assessed for production of **(C)** IL-2, **(D)** IFN-γ, **(E)** IL-4, and **(F)** TNFα by Luminex. Also, spleen cells were cultured in the presence of CPA_160−189_ for 48 h for the assessment of CPA_160−189_-specific **(G)** IFN-γ-producing CD4^+^ T cells and **(H)** IFN-γ-producing CD8^+^ T cells by flow cytometry. Each point depicts the data from a single sample (*n* = 5 per group). Results are shown as mean ± SD and levels of significance, indicated by *p*-values, were assessed by one-way ANOVA and Tukey's multiple comparison tests (*p < 0.05; **p < 0.01; ***p < 0.001). Experiments were conducted twice with similar results and representative results from one experiment are given.

### CPA_162−189_-Loaded p8-PLGA Nanoparticles Conferred Early and Transient Protection Against *L. infantum* Challenge in BALB/c Mice

BALB/c mice represent a close-to-human model for testing anti-leishmanial vaccine activity. Specifically, in this mouse model, hepatic infection is self-resolving and associated with the development of granulomatous inflammation, whereas splenic parasite load persists accompanied by marked alterations to organ microarchitecture. Based on the above infection profile, determination of anti-leishmanial efficacy of CPA_160−189_-loaded p8-PLGA nanoparticles was conducted at 4 and 16 weeks post parasite challenge, corresponding to the early and late chronic phase of infection (Figure 3A). As illustrated, there was a 69.5% (*p* < 0.001) reduction of the liver parasite burden at 4 weeks post challenge compared to PBS control mice group (Figure 3B). Determination of splenic parasite load revealed that vaccination with CPA_160−189_-loaded p8-PLGA nanoparticles induced significant reduction (80.9%, *p* < 0.001) at 4 weeks (Figure 3C), indicating that the pre-existing vaccine-induced T cell responses aided the clearance of the infection during this time-period. However, at 16 weeks of disease, vaccinated mice failed to sustain the low levels of parasite load, since only 59% and 34.7% reduction in liver and spleen, respectively, were determined (Figures 3D,E). Notably, no effect of the carrier control p8-PLGA nanoparticles on parasite load was seen throughout the study, confirming that the protection seen during acute phase of infection was CPA_160−189_-specific (Figures 3B–E). Thus, the data suggest that CPA_160−189_-loaded p8-PLGA nanoparticles provided early but transient increased protection against *L. infantum* infection.

**Figure 3:**
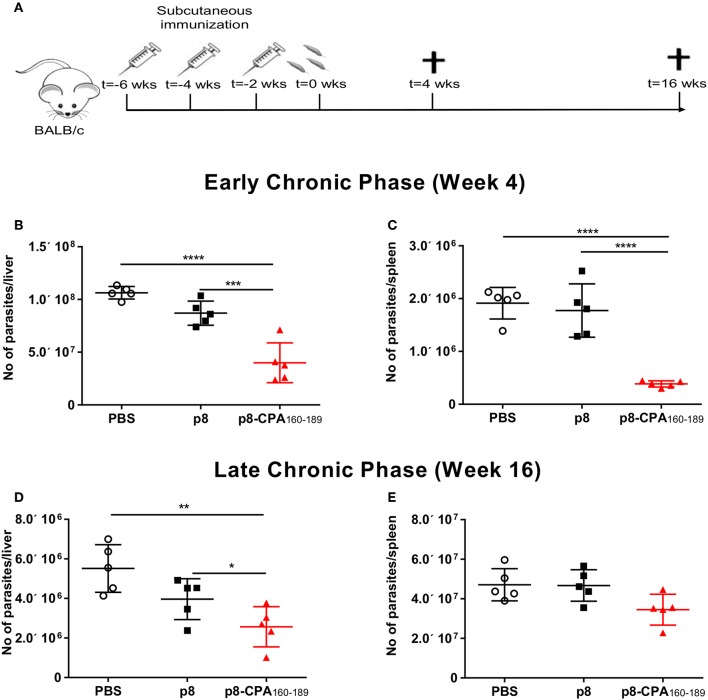
Protective efficacy of CPA_160−189_-loaded p8-PLGA nanoparticles in BALB/c mice against *L*. *infantum*. **(A)** BALB/c mice were vaccinated thrice with 2 week intervals with CPA_160−189_-loaded p8-PLGA nanoparticles or p8-PLGA nanoparticles and then were challenged with *L*. *infantum* promastigotes. Parasite load was assessed at 4 and 16 weeks post challenge in liver **(B,D)** and spleen **(C,E)** of vaccinated and non-vaccinated mice by qPCR. Each point depicts the data from a single animal (*n* = 5 per group). Results are shown as mean ± SD and levels of significance, indicated by *p*-values, were assessed by one-way ANOVA and Tukey's multiple comparison tests (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Experiments were conducted twice with similar results and representative results from one experiment are given.

### Parasite-Induced Immune Responses During Chronic Disease Masked Vaccination-Induced CPA_160−189_-Specific T_H_1 Immune Responses

To investigate the underlying causes of the discordance between the vaccine-induced parasite control seen in the acute phase and the unpredicted chronic persistence in vaccinated animals, we performed analysis of the CPA_160−189_-specific cellular immune responses in comparison to parasite-induced responses in splenic tissue in both time points (4 and 16 weeks post challenge). Detection of IFN-γ and TNFα, together with IL-4 and IL-10 secretion levels showed that CPA_160−189_-vaccinated mice maintained the same immune response profile as that detected pre-challenge at 4 weeks post-challenge. Specifically, spleen cells retained the high IFN-γ secretion levels (81.9 ± 19.4 pg/mL vs. 15.6 ± 19.2 pg/mL; *p* < 0.001) in comparison to PBS control group (Figure 4A). In contrast, detection of TNFα and IL-4 levels showed that CPA_160−189_-vaccinated mice continued to produce only substantial levels that were comparable to that of PBS control group (TNFα: 45.6 ± 6.9 pg/mL vs. 53.9 ± 11.5 pg/mL; IL-4: 2.7 ± 1.1 pg/mL vs. 2.1 ± 0.3 pg/mL; Figures 4B,C). Furthermore, vaccinated mice continued not to produce IL-10 in response to CPA_160−189_ stimulation (0 ± 0 pg/mL vs. 3.7 ± 0.6 pg/mL; Figure 4D). Notably, the immune response generated in response of spleen cells from CPA_160−189_-vaccinated mice to parasite challenge after *ex vivo* SLA stimulation revealed a similar cytokine profile with that described in the presence of CPA_160−189_. Specifically, it was detected an overall dominance of IFN-γ production (189.7 ± 39.8 pg/mL; Figure 4E) over IL-4 (4.9 ± 3.6 pg/mL; Figure 4F) and IL-10 (31.3 ± 16.9 pg/mL; Figure 4H) in vaccinated mice. Moreover, the levels of IFN-γ were significantly higher than that detected in spleen cells obtained from PBS control mice (189.7 ± 39.8 pg/mL vs. 91.53 ± 7.3 pg/mL, *p* < 0.001) as well as p8-PLGA-vaccinated mice (189.7 ± 39.8 pg/mL vs. 80.8 ± 43.9 pg/mL, *p* < 0.05). On the contrary PBS and p8-PLGA-vaccinated mouse groups produced equivalent and significantly higher amounts of IL-10 compared to vaccinated mice (PBS: 65.3 ± 28.7 pg/mL and p8: 76.1 ± 14.9 pg/mL vs. 31.3± 16.9 pg/mL, *p* < 0.05), indicating an induction of non-protective response against *L*. *infantum*.

**Figure 4:**
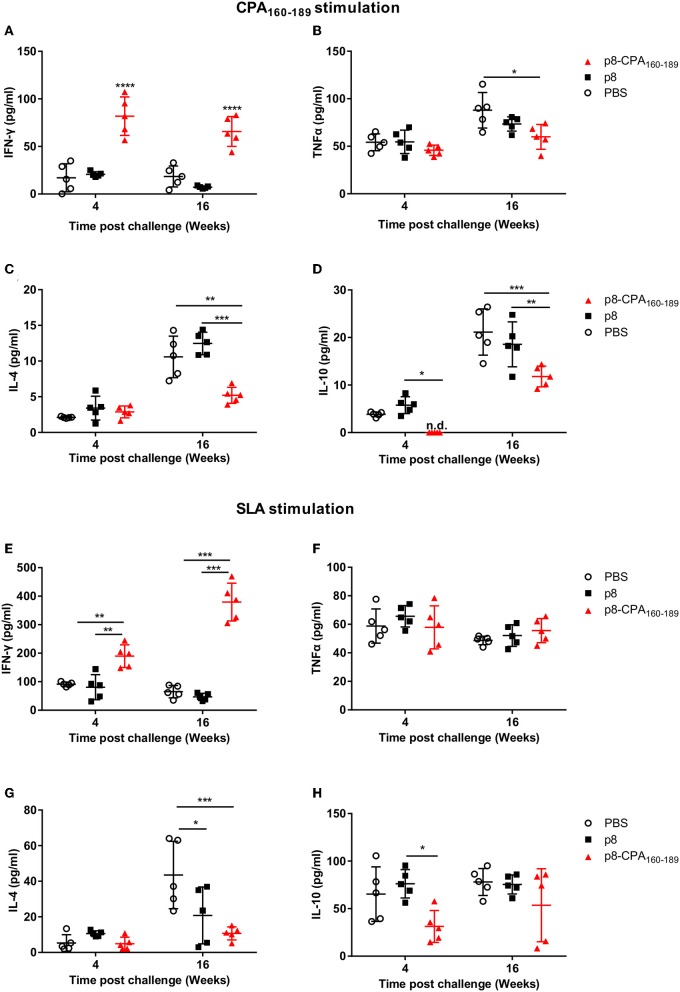
CPA_160−189_-specific and parasite-specific immune responses in vaccinated BALB/c mice 4 and 16 weeks post challenge with *L. infantum*. BALB/c mice were vaccinated thrice with 2 week intervals with CPA_160−189_-loaded p8-PLGA nanoparticles or p8-PLGA nanoparticles and then were challenged with *L*. *infantum* promastigotes. At 4 and 16 weeks post challenge, spleen cells were collected and splenocytes were stimulated *in vitro* with CPA_160−189_ or SLA for 72 h. The culture supernatants were assayed for CPA_160−189_-specific **(A)** IFN-γ, **(B)** TNFα, **(C)** IL-4, and **(D)** IL-10 and parasite (SLA)-specific **(E)** IFN-γ, **(F)** TNFα, **(G)** IL-4, and **(H)** IL-10 production by Luminex. Each point depicts the data from a single sample (*n* = 5 per group). Results are shown as mean ± SD and levels of significance, indicated by *p*-values, were assessed by one-way ANOVA and Tukey's multiple comparison tests (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Experiments were conducted twice with similar results and representative results from one experiment are given.

It is worth pointing out that during late chronic phase of disease CPA_160−189_-specific cells from vaccinated mice showed the ability to produce not only IFN-γ which continued to be significantly higher in comparison to PBS control (63.5 ± 19.4 vs. 18.5 ±14.3 pg/mL; *p* < 0.001) (Figure 4A), but also elevated levels of the counter-regulatory IL-4 and IL-10 cytokines compared to those detected during acute phase of infection (Figure 4). Importantly, the CPA_160−189_-specific IL-4 and IL-10 secretion levels were 2-fold less in comparison to PBS control group (IL-4: 5.4 ± 1.5 pg/mL vs. 10.8 ± 3.5 pg/mL; *p* < 0.01 and IL-10: 11.7 ± 2.6 pg/mL vs. 20.5 ± 5.9 pg/mL; *p* < 0.01) (Figures 4C,D). Regarding TNFα production levels, these were maintained the same between the two time points in the vaccinated mice group, but they were about 1.5-fold less compared to those detected in PBS control group (57 ± 17.2 pg/mL vs. 90 ± 25.3 pg/mL; *p* < 0.05) (Figure 4B). Assessment of the parasite-specific responses showed that splenic cells from vaccinated mice continued to produce significantly higher amounts of IFN-γ compared to PBS control group in response to SLA stimulation (379.5 ± 66.3 pg/mL vs. 65.2 ± 21.8 pg/mL; *p* < 0.001; Figure 4E). On the other hand, IL-4 and IL-10 production levels were significantly increased over those detected at 4 weeks but they were lower in comparison to PBS group (IL-4: 10.7 ± 3.7 pg/mL vs. 43.5 ± 18.9 pg/mL, *p* < 0.05; IL-10: 53.6 ± 38.3 pg/mL vs. 78 ± 14.2pg/mL; n.s. Figures 4G,H whereas TNFα production remained stable and in the same levels as those detected in PBS control group (55.6 ± 8.5 pg/mL vs. 48.7 ± 3 pg/mL; n.s) (Figure 4F). In all cases, the mice which were vaccinated with p8-PLGA nanoparticles showed the same profile to PBS control group regarding cytokines production (Figure 4), further supporting the lack of protection against parasite challenge.

Overall, these data suggest that the induced cellular responses raised against parasite during chronic phase of disease could mask the expansion of protective immune responses directed to a single peptide, CPA_160−189_, and further enhance the induction of counter-regulatory non-protective immune responses resulting to partial vaccine-protection against infection.

### Microarray Analysis Revealed Distinct Immune Profiles Among Vaccinated and Non-vaccinated During Early Chronic Phase of Infection

We screened for gene expression patterns using global microarray analysis in spleen tissue obtained at 4 weeks post-challenge from mice vaccinated with CPA_160−189_-loaded p8-PLGA nanoparticles and the PBS group. Naïve (non-infected non-vaccinated) mice were used as the control group to determine gene expression levels. 

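The microarray data come from the spleens of BALB/c mice, an inbred strain in which Leishmania infantum persists in the spleen, and comprise 10 arrays in 5 groups of 2 biological replicates. The groups are naive mice, non-vaccinated (PBS) mice at 4 and at 16 weeks post challenge, and mice vaccinated with the peptide-loaded p8-PLGA nanoparticles (p8-CPA mice) at the same times. Vaccinated mice received 3 injections with 2 μg of the CPA peptide each. The paper places the parasite challenge after the whole vaccination schedule, whereas the sample labels place it 2 weeks after each injection; the weeks post challenge are the same in both sources. Labelled spleen RNA was hybridized to Affymetrix Mouse Gene ST arrays, which measure each transcript with a set of probes. The authors corrected the background, quantile-normalized the arrays and summarized the probes of each set with the rma function of oligo, and the deposited values are these log2 intensities. From these values, probe sets above the first quartile of the probe set medians (3.12 on the log2 scale) in a share of arrays over 0.5 were kept, which left 30780. Of these, the 19789 that the platform annotation lists with a gene were tested. One linear model over all 10 arrays was fitted with limma, so that every comparison shares 1 estimate of the spread with 5 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each infected group was compared with the naive mice, and the PBS and p8-CPA mice with each other at each time. Lists of genes for cell types and pathways and these tests were chosen before the data were examined, with values of named genes in the supplementary tables already seen. List shifts were tested with camera at a preset correlation of 0.01 and again with a correlation estimated from the arrays, and with that estimate none of the 128 list calls at an adjusted p under 0.05, of 210 list tests, was kept. The median standard error of a log2 fold change was 0.15 on the log2 scale. The 2 arrays of a group correlated with r from 0.987 in naive mice to 0.994 in p8-CPA mice at 4 weeks, over probe sets, which are not independent replicates. On the first principal component, which held 37.2% of the variance, the 4 arrays from 16 weeks lay between 16.7 and 26.9 and the other arrays between -22.8 and -8.15. In simulated data with 200 of the 19789 probe sets changed, the comparison of PBS mice at 4 weeks with naive mice recovered 33.9% of the 1.5-fold changes and 94.9% of the 2-fold changes. The simulated errors were independent between probe sets, so these shares need not hold for the arrays. On the arrays Fcamr, at 3.30-fold in PBS mice at 4 weeks, was not called (adjusted p = 0.0803 from limma). With 2 arrays per group, their number limits the precision of every value.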

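At 4 weeks post challenge all 19 measured interferon-inducible GTPases, which attack the vacuoles of intracellular pathogens, had higher mean values in p8-CPA mice than in naive mice, with a median log2 fold change of 0.54. None of them passed an adjusted p of 0.05 over all genes, whereas 15 did when adjusted over the list alone (camera, adjusted p = 1.66e-21, and adjusted p = 0.151 with an estimated correlation). Among them, Iigp1 was at 8.91 ± 0.06 (SD, n = 2, log2) against 7.98 ± 0.20 in naive mice, a log2 fold change of 0.93 (standard error 0.19, adjusted p = 0.622 from limma). Gm4951, of the same family, had a log2 fold change of 0.87 (adjusted p = 0.523). Of the genes of neutrophil granules, the 11 measured on the primary granule list had a median log2 fold change of 0.04 (camera, adjusted p = 0.378). That list also holds genes that do not encode granule proteins, among them Cebpe and Igsf6. The 18 secondary and tertiary granule genes had a median log2 fold change of 0.11 (camera, adjusted p = 0.126). The 21 markers of mature neutrophils had a list median, set against the naive mean, of 0.28 and 0.24 in the p8-CPA arrays. In the naive arrays it was 0.00072 and -0.00072, with a pooled SD of 0.160. The inflammatory monocyte genes, with 31 measured, had a median of 0.18, none past the threshold over all genes and 2 when adjusted over the list alone (camera, adjusted p = 3.29e-07, and adjusted p = 0.139 with an estimated correlation). Over all genes, limma called 0 probe sets in p8-CPA mice against naive mice. The smallest adjusted p was 0.461, above the threshold of 0.05. Of the 19789 probe sets tested, 999 had an unadjusted p under 0.05, 456 of them higher and 543 lower. This count is close to the share of 0.05 expected if no gene differed.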

Interestingly, vaccinated mice presented the profile of healthy mice since no differentially expressed genes (DEG) were identified when compared to naive mice (Supplementary Table 1). On the other hand, in non-vaccinated mice 10 DEGs were identified, which were all up-regulated (Supplementary Table 1). Among them were the interferon-inducible genes *Iigp1, Gm4951*, and *Gbp2b*, neutrophil activation and attracting mediators i.e., *Fcgr4, Fpr2*, and *Rgs1*, as well as *Lilrb4* which is involved in immune suppression. 

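In PBS mice at 4 weeks post challenge genes of Fc receptors and interferon-inducible proteins were among those with the smallest adjusted p against naive mice, although none passed the threshold. Fcamr, an Fc receptor for IgA and IgM, was at 6.88 ± 0.56 (SD, n = 2, log2) against 5.16 ± 0.26, a log2 fold change of 1.72 (3.30-fold, standard error 0.25, adjusted p = 0.0803 from limma). Mb21d2 had a log2 fold change of 0.92 (standard error 0.13, adjusted p = 0.0803). A probe set that Supplementary Table 1 names Ighm, the heavy chain of IgM, and that the platform annotation does not list, had a log2 fold change of 1.27 (standard error 0.20). The probe set used for Ighm in the tests, the one of highest mean that the annotation lists, had one of -0.03 (adjusted p = 0.976 from limma). A further probe set listed as Ighm differed between the groups by limma's F-test, and its course rose by 16 weeks in both infected groups. Of the 10 genes that Supplementary Table 1 gives at an FDR under 0.05, each measured through the probe set of the annotation, 9 passed the threshold when adjusted over the list alone and 0 did over all genes, with a median log2 fold change of 1.04 (camera, adjusted p = 7.43e-22, and adjusted p = 0.0520 with an estimated correlation). This list was chosen by the study on these arrays and is not independent evidence of its direction. Of the 19789 probe sets tested, 1589 had an unadjusted p under 0.05 from limma, 951 higher and 638 lower in PBS mice. That is more than the share of 0.05 expected if no gene differed, though probe sets are not independent. Over all genes, limma called 0 probe sets, with a smallest adjusted p of 0.0803. This count depends on single arrays and settings: 1 probe set was called without PBS 4 wk replicate 2 (Iigp1) or without either p8-CPA 16 wk array (Gm4841), 12 with a stricter intensity filter, 8 with an intensity trend in the variance prior and 2 with the replicate number as a block.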

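In PBS mice at 4 weeks Iigp1, an immunity-related GTPase that interferons induce, was at 9.55 ± 0.41 (SD, n = 2, log2) against 7.98 ± 0.20 in naive mice, a log2 fold change of 1.56 (2.96-fold, standard error 0.19). Gm4951, a related GTPase, had a log2 fold change of 1.19 (2.28-fold), and Gbp2b, a guanylate-binding protein, one of 1.00 (2.01-fold). Fcgr4, an activating Fc receptor of myeloid cells, was at 7.81 ± 0.32 against 6.41 ± 0.10, a log2 fold change of 1.39 (2.63-fold, standard error 0.18). Fpr2, a receptor for formylated peptides that attracts neutrophils, had a log2 fold change of 1.08 (2.11-fold). Rgs1, a regulator of G protein signaling, was at 6.83 ± 0.05 against 6.05 ± 0.04, a log2 fold change of 0.78 (1.72-fold, standard error 0.12). Lilrb4a, an inhibitory receptor of myeloid cells, was at 10.89 ± 0.06 against 10.11 ± 0.15, a log2 fold change that was also 0.78 (1.72-fold, standard error 0.12). The adjusted p from limma was 0.103 for Lilrb4a and 0.0803 for each of the others, which share one value because the adjustment runs over ranked p-values. All of these genes were called with a stricter intensity filter and with an intensity trend in the variance prior. With that trend and names from Supplementary Table 1, chosen after seeing the values, limma called the paper's 10 genes and no others. Gm4951 and Iigp1 were also called with the replicate number as a block. From its set of up-regulated genes, the paper states that interferon-inducible genes, neutrophil activation and attracting mediators, and a gene of immune suppression were raised in non-vaccinated mice at this time.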

Analysis of the aforementioned DEGs in the protein-protein interaction space by employing STRING database, revealed that these DEGs were involved in specific immune processes. Specifically, the term “cellular response to interferon-beta” (GO:0035458, FDR = 0.0096) contained interacting genes ***Iigp1*** and ***Gm4951***, whereas the term “myeloid leukocyte activation” (GO:0002274, FDR = 0.0445) contained ***Fcgr4***, ***Fpr2***, and ***Lilrb4*** genes (Figure 5).

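The interferon-inducible GTPases were higher as a group in PBS mice at 4 weeks, with a median log2 fold change of 0.76 against naive mice over the 19 measured members. Their list median, set against the naive mean, was 0.94 and 0.69 in the PBS arrays and 0.14 and -0.14 in the naive arrays, with a pooled SD of 0.155. No member passed over all genes and 17 did when adjusted over the list alone (camera, adjusted p = 1.74e-27, and adjusted p = 0.103 with an estimated correlation). Of 31 measured inflammatory monocyte genes, whose products include chemokine and Fc receptors, none passed over all genes and 12 did when adjusted over the list alone, with a median log2 fold change of 0.37 (camera, adjusted p = 2.62e-12, and adjusted p = 0.0695 with an estimated correlation). Ms4a6d, a membrane protein of macrophages in this list, was at 5.96 ± 0.19 (SD, n = 2, log2) against 4.99 ± 0.28 (log2 fold change 0.96, adjusted p = 0.133 from limma). In the same arrays the 26 erythroid markers had a median log2 fold change of -0.42 (camera, adjusted p = 4.31e-13, and adjusted p = 0.315 with an estimated correlation) and the 36 cell cycle genes one of -0.34 (adjusted p = 1.92e-09, and adjusted p = 0.487 with an estimated correlation). Without naive replicate 1 these medians were -0.80 and -0.70. Without naive replicate 2 both calls were lost, at medians of -0.071 (adjusted p = 0.0738) and -0.0022 (adjusted p = 0.671), and without PBS 4 wk replicate 2 the cell cycle median was -0.17.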

**Figure 5:**
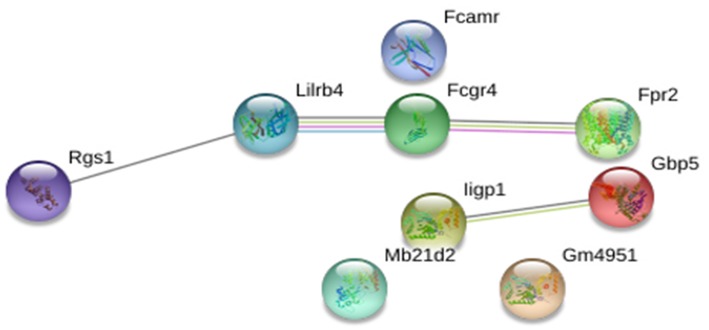
STRING analysis of the 10 DEGs that were significantly up-regulated (*p* < 0.05, fold change>2) in non-vaccinated (PBS) mice at early chronic phase of VL. STRING analysis achieved a PPI network of 9 nodes and 4 edges, with PPI enrichment *p* = 0.000267. Lines in different color represent 7 types of evidence used in predicting associations. Red line: fusion evidence; green line: neighborhood evidence; blue line: co-occurrence evidence; purple line: experimental evidence; yellow line: text mining evidence; light blue line: database evidence and black line: co-expression evidence.

### Disease Establishment Was Characterized by Enrichment of a Neutrophil-Related Signature Irrespective of Vaccination

During transition to the late chronic phase of infection (16 weeks post challenge) there was significant gene regulation in both groups reflected by the increase in the number of DEGs. Specifically, 620 (410 up-regulated and 210 down-regulated) and 506 (371 up-regulated and 135 down-regulated) DEGs were identified in the spleen compared to naïve mice in PBS and CPA_160−189_-loaded p8-PLGA-vaccinated mice, respectively (Supplementary Table 2). 

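At 16 weeks post challenge Saa3, which encodes an acute-phase protein, rose most in both infected groups among the genes named here. It was at 8.37 ± 0.19 (SD, n = 2, log2) in PBS mice and 8.51 ± 0.64 in p8-CPA mice against 4.18 ± 0.14 in naive mice (18.2-fold and 20.1-fold, adjusted p = 8.71e-05 and 9.41e-05 from limma). Acod1, which makes itaconate in activated macrophages, rose by 2.70 and 3.00 on the log2 scale (adjusted p = 0.00017 and 0.000111), and Cd5l, a secreted protein of macrophages, by 2.45 and 2.27 (adjusted p = 0.000324 and 0.000453). Tnip3, an inhibitor of NF-κB signaling, rose by 2.62 (6.16-fold, adjusted p = 0.000202) in p8-CPA mice, as did Clec4e, a C-type lectin receptor, by 2.53 (adjusted p = 0.000822 from limma). In PBS mice both genes also had courses that were higher at 16 weeks. Among genes that fell, Igfbp3, a binding protein of insulin-like growth factors, was at 6.79 ± 0.10 in PBS mice against 8.17 ± 0.31 (log2 fold change -1.38, adjusted p = 0.00311), and Ltbp4, an extracellular matrix protein, was at 5.32 ± 0.32 in p8-CPA mice against 6.48 ± 0.13 (log2 fold change -1.16, adjusted p = 0.00587). In PBS mice 491 probe sets were called against naive mice, 360 higher and 131 lower, with a median absolute log2 fold change of 0.93. In p8-CPA mice 364 were called, 293 higher and 71 lower, with a median of 0.96. The count in PBS mice was 159 without PBS 16 wk replicate 2 (127 higher, 32 lower) and 244 without naive replicate 1 (220 higher, 24 lower); the higher count was 215 without naive replicate 2, and the lower one was 70 without PBS 16 wk replicate 1 and 84 without either p8-CPA 4 wk array. In p8-CPA mice it was 224 without p8-CPA 16 wk replicate 1 (168 higher) and 193 without replicate 2 (164 higher, 29 lower); the higher count was 184 without naive replicate 2, and the lower one was 31 without either p8-CPA 4 wk array and 34 without naive replicate 1 or either PBS 4 wk array.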

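At 16 weeks post challenge several of the largest increases over naive mice were close in PBS and p8-CPA mice. Gbp2b, a guanylate-binding GTPase, was at 8.82 ± 0.03 (SD, n = 2, log2) in PBS mice and 8.76 ± 0.10 in p8-CPA mice against 6.28 ± 0.11 in naive mice, with log2 fold changes of 2.54 and 2.48 (adjusted p = 5.28e-05 and 6.8e-05 from limma). Ubd, a ubiquitin-like modifier induced by interferon-γ, rose by 2.60 and 2.42, and Ms4a6d by 2.20 and 2.15. Ccl8, a chemokine of monocytes, rose by 2.54 in PBS mice, at 5.91 ± 0.81 against 3.37 ± 0.16, and by 2.44 in p8-CPA mice. Of 546 genes called in either group, 273 were called in both with the same direction, a share of 50%, which was 32.8% without p8-CPA 16 wk replicate 1 and 31.2% without p8-CPA 16 wk replicate 2. Both comparisons use the same 2 naive arrays, so part of this overlap may come from them. In 100 simulations of unchanged groups against shared naive arrays, equally long lists of top-ranked genes shared 10.0% on average and at most 12.8%. The log2 fold changes of the 2 groups correlated across probe sets with r of 0.821, against 0.500 in the simulations, and their covariance was 0.0768 against 0.0140, a difference of 0.0628.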

Comparative analysis revealed that ~49% of the DEGs were common in both groups. Specifically, 286 up-regulated and 76 down-regulated genes were found in common (Figure 6A). 

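Of genes called higher at 16 weeks, 337 in PBS mice and 285 in p8-CPA mice, 238 were shared, where independent lists of these sizes among 18551 genes would share 5.18 and lists of the same sizes from simulations of unchanged groups with the same naive arrays shared 61.8 on average (at most 82, in 100 simulations; computed after the results were seen). One of them is Nos2, the inducible nitric oxide synthase, which rose by 1.89 on the log2 scale in PBS mice and 1.99 in p8-CPA mice (adjusted p = 0.000648 in PBS mice from limma). Gzmk, a granule protease of cytotoxic lymphocytes, rose by 1.65 and 1.76, and Cst7, a cysteine protease inhibitor of cytotoxic and myeloid cells, by 1.49 and 1.42. Of genes called lower, 126 and 71, the shared set was 35, against 0.482 for independent lists and 14.5 (at most 21) in the simulations. Independent lists leave out the naive arrays that both comparisons use and the simulations leave out any change, so part of each excess may come from the shared controls. Cd209b, a C-type lectin of marginal zone macrophages, is one of these, with log2 fold changes of -1.56 (adjusted p = 0.0163) and -1.40 (adjusted p = 0.036). Its call in PBS mice was lost without naive replicate 1 or PBS 16 wk replicate 1 (adjusted p up to 0.0981), and in p8-CPA mice without any of 7 arrays, namely naive replicate 1 and both arrays each of p8-CPA 4 wk, p8-CPA 16 wk and PBS 4 wk (adjusted p up to 0.178). The shared higher count was 139 without naive replicate 2, 141 and 140 without p8-CPA 16 wk replicates 1 and 2, and 112 without PBS 16 wk replicate 2; the shared lower count was 11 without naive replicate 1 or PBS 16 wk replicate 2, 14 without p8-CPA 16 wk replicate 2, and 20 without any one array of either group from 4 weeks.

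**Figure D1:**
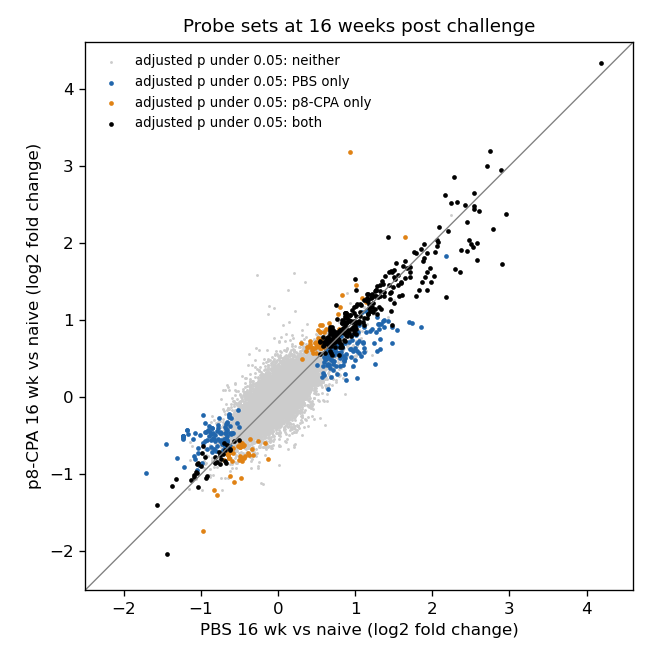
Log2 fold changes against naive mice at 16 weeks post challenge for each of the 19789 tested probe sets (points), PBS mice on the horizontal and p8-CPA mice on the vertical axis, coloured by whether the probe set was called in neither group, in PBS mice only, in p8-CPA mice only or in both; the line marks equal fold changes. The probe sets called in both lie in the upper right and lower left along the line, with Saa3 farthest out at 4.19 and 4.33.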

Wilcoxon rank-sum tests further verified this observation by evaluating the overall shift in Log_2_FC distribution in a selection of immunity-related genes (n = 333) between contrasts. 

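Among the immune genes of the study's own enrichment tables, most had higher means in PBS mice than in p8-CPA mice at 4 weeks post challenge, and the groups lay closer at 16 weeks. At 4 weeks the median log2 fold change against naive mice of the 280 measured genes of Supplementary Table 2 was 0.39 in PBS mice and 0.20 in p8-CPA mice. The median difference between the groups was 0.20, with 235 genes higher and 45 lower in PBS mice. The list medians of the 2 PBS arrays were 0.379 and 0.400 and those of the 2 p8-CPA arrays 0.224 and 0.173, with a pooled SD of 0.0539. At 16 weeks the median difference was 0.036, with 160 genes higher and 120 lower, and the arrays overlapped, at 0.839 and 0.991 in PBS mice and 0.885 and 0.862 in p8-CPA mice. The copy of this table used here holds 302 genes, with 10 cells shortened, and the study chose them as enriched among its own differentially expressed genes, so they are described without a test and are not independent evidence. Over the 362 measured genes of 18 immune lists that do not come from the study, the median difference was 0.11 at 4 weeks (265 higher, 97 lower) and 0.0085 at 16 weeks (186 higher, 176 lower). Some of these genes had been seen in the study's tables beforehand. The rank-sum test across genes, the kind the paper used, gave p = 1.96e-09 at 4 weeks and 0.780 at 16 weeks. It counts genes as independent replicates, which they are not. By camera the p was 5.69e-06 at 4 weeks and 0.775 at 16 weeks, each from moderated statistics over all arrays. With an estimated correlation the camera p was 0.137 and 0.916, so the call at 4 weeks was lost. Lists of other kinds shifted as well: in the same comparison the median difference was 0.17 for 21 immediate-early and heat shock genes, which respond to tissue handling, 0.11 for 319 small nucleolar RNA and microRNA genes and -0.34 for 26 erythroid markers.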

At 4 weeks post challenge the Cumulative Distribution Functions (CDFs) of the non-vaccinated mice were significantly up-regulated relative to the CDFs of the vaccinated mouse group (*p* < 0.05), while they practically overlapped (*p* = 0.72) at 16 weeks post-challenge (Figure 6B).

**Figure 6:**
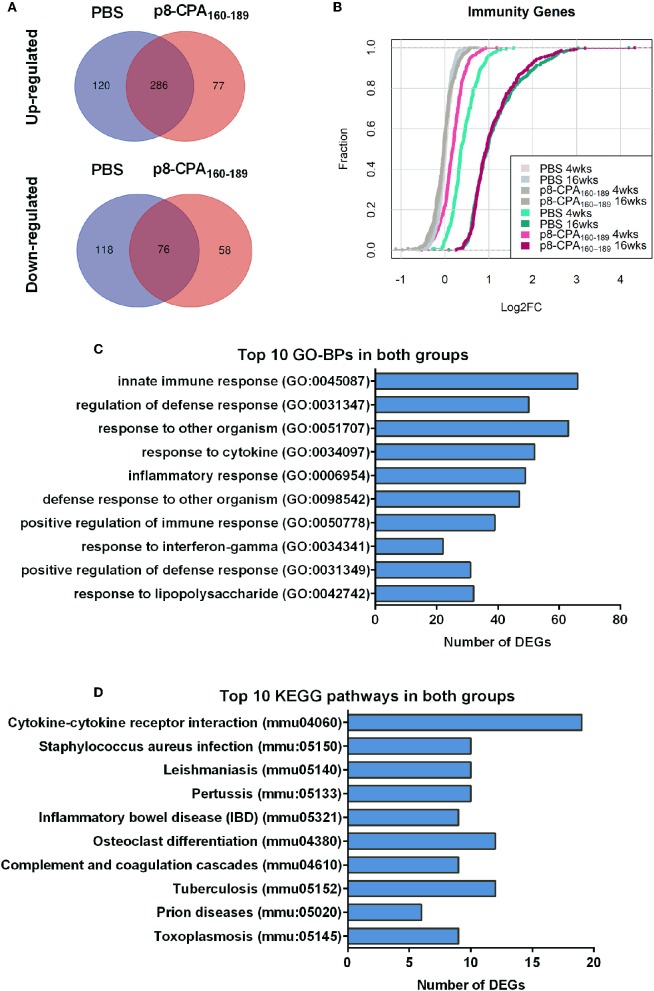
Gene expression profile is similar among vaccinated (p8-CPA_160−189_) and non-vaccinated (PBS) mice at late chronic VL phase. **(A)** Venn diagrams of up- and down-regulated DEGs during infection in vaccinated and non-vaccinated mouse groups. **(B)** Cumulative Distribution Functions (CDFs) of immunity-related genes across contrasts. CDFs in gray where obtained by random sampling of equal numbers from each contrast among all genes. Distribution shifts were assessed using Wilcoxon rank-sum tests. **(C)** Top 10 Gene Ontology Biological Processes (GO-BP) analysis and **(D)** KEGG pathway analysis for the common up-regulated DEGs among non-vaccinated mice and vaccinated mice groups.

GO biological processes and KEGG pathway enrichment analysis of the common up-regulated genes revealed significant (*p* < 0.05 *Benjamini*-corrected) over-representation of terms related to innate and inflammatory responses during the late phase of expression. Specifically, terms such as “innate immune responses,” “inflammatory responses,” “response to cytokine,” “leukocyte migration,” “cytokine-cytokine receptor interaction,” “osteoclast differentiation” and “leishmaniasis” were among the top 10 highest scoring GO-BP terms and KEGG pathways (Figures 6C,D and Supplementary Table 2). 

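At 16 weeks post challenge genes that answer interferons were higher in both infected groups than in naive mice. Of 19 measured interferon-inducible GTPases, 18 rose in PBS mice and 18 in p8-CPA mice, and all 19 passed in each group when adjusted over the list alone, with median log2 fold changes of 1.68 and 1.70 (camera, adjusted p = 1.76e-38 and 1.08e-38; adjusted p = 0.0695 in each with an estimated correlation). Of 26 genes of the interferon-γ response and antigen processing, 14 and 13 rose, or 20 and 20 when adjusted over the list alone (medians 0.69 and 0.65; camera, adjusted p = 5.66e-21 and 1.66e-21, and 0.0697 and 0.0695 with an estimated correlation). Ifng itself rose by 1.36 in PBS mice (2.57-fold, adjusted p = 0.00127 from limma) and by 1.46 in p8-CPA mice (adjusted p = 0.000822). The inflammatory monocyte genes followed, with 16 and 17 of 31 higher, or 22 and 22 when adjusted over the list alone (medians 0.79 and 0.73; camera, adjusted p = 1.41e-20 and 2.07e-19, and adjusted p = 0.0520 in each with an estimated correlation). The B cell markers moved the other way, with a median log2 fold change of -0.55 in PBS mice and -0.64 in p8-CPA mice over 22 measured genes, of which 1 fell in each group and none rose (camera, adjusted p = 2.01e-10 and 6.56e-12, and 0.370 and 0.322 with an estimated correlation). Their median was -0.31 without naive replicate 1, -0.87 without PBS 16 wk replicate 1 and -0.26 without PBS 16 wk replicate 2 in PBS mice, and -0.37 without naive replicate 1 and -0.43 without p8-CPA 16 wk replicate 2 in p8-CPA mice. In p8-CPA 16 wk replicate 1 alone, liver genes stood at a list median of 1.29 above the naive mean, against -0.05 in replicate 2.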

Interestingly, the terms related to innate immune responses and defense responses were significantly enriched with genes related to granulocyte infiltration and activation i.e., *S100a8, S100a9, Ptgs2, Elane, Camp, Mpo, Saa3, Fpr1, Fpr2, Slpi*, and *Ctsg*, as well as with T-cell exhaustion molecules, i.e., *Cd160, Lag3, Pdcd1lg2 (Pd-l2), Cd274 (Pd-l1), Lgasl9*, and *Il21*. 

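Most of the granulocyte genes that the study names were called higher in both infected groups at 16 weeks post challenge. Ptgs2, the inducible cyclooxygenase, was at 6.34 ± 0.39 (SD, n = 2, log2) in PBS mice and 6.80 ± 0.37 in p8-CPA mice against 3.60 ± 0.13 in naive mice (6.71-fold and 9.17-fold, adjusted p = 0.000138 and 9.41e-05 from limma). Slpi, an inhibitor of neutrophil proteases, rose by 2.28 and 2.85 on the log2 scale and Fpr2 by 2.03 and 1.88. S100a8, a subunit of calprotectin, was at 10.30 ± 0.28 and 9.57 ± 0.14 against 7.94 ± 0.73 (log2 fold changes 2.36 and 1.63, adjusted p = 0.0033 and 0.0281), and its partner S100a9 rose by 1.83 and 1.40 (adjusted p = 0.00241 and 0.0121). Of the granule genes, Mpo had log2 fold changes of 2.53 and 1.95, Ctsg of 2.58 and 2.00, and Camp of 2.58 and 1.78, each past the threshold in both groups. Elane had log2 fold changes of 2.18 (adjusted p = 0.031) and 1.83 (adjusted p = 0.0742), so that it passed in PBS mice and not in p8-CPA mice, where it was called without naive replicate 2 or either PBS 16 wk array. Fpr1 is not among the tested probe sets; with names from Supplementary Table 1, a setting chosen after the values were seen, its log2 fold change was 1.21 in each group (standard error 0.16, adjusted p = 0.00304 and 0.00331). Of the 11 measured study genes of granulocytes, 10 rose in PBS mice and 9 in p8-CPA mice, and 11 in each when adjusted over the list alone, which is not independent evidence because the study chose them on these arrays; Selp, one of them, did not pass over all genes in either group and was called in PBS mice without PBS 16 wk replicate 1 or either p8-CPA 4 wk array. The 18 secondary and tertiary granule genes were listed from general knowledge, with some already seen in the paper's tables, and include Camp and Slpi. Of them 14 and 10 rose, or 16 and 16 when adjusted over the list alone (medians 1.58 and 1.36, camera, adjusted p = 2.18e-22 and 2.56e-17, and 0.100 and 0.151 with an estimated correlation). In PBS mice the calls of Mpo, Ctsg, Camp and Elane were lost without naive replicate 1 or PBS 16 wk replicate 2 (adjusted p up to 0.0808, 0.0843, 0.0549 and 0.207). In p8-CPA mice those of S100a8, Mpo, Ctsg and Camp were lost without naive replicate 1 or either p8-CPA 16 wk array (adjusted p up to 0.145, 0.173, 0.165 and 0.202), all but that of Camp also without either p8-CPA 4 wk array, those of Mpo and Camp without either PBS 4 wk array, that of Camp without naive replicate 2 and that of S100a9 without naive replicate 1 or p8-CPA 16 wk replicate 2 (adjusted p up to 0.0938).
Of the inhibitory molecules of T cells, Lag3, a receptor that restrains activated T cells, was at 6.79 ± 0.23 in PBS mice and 6.69 ± 0.17 in p8-CPA mice against 5.14 ± 0.40 (log2 fold changes 1.65 and 1.55, adjusted p = 0.00132 and 0.00218 from limma). Cd160 rose by 1.46 and 1.35, Cd274, which encodes PD-L1, by 1.15 and 1.34, and Pdcd1lg2, which encodes PD-L2, by 1.02 and 1.39. Lgals9, which encodes galectin-9, was at 11.01 ± 0.04 and 11.19 ± 0.07 against 10.13 ± 0.15 (log2 fold changes 0.87 and 1.06, adjusted p = 0.0142 and 0.00597). The call of Lgals9 in PBS mice was lost without naive replicate 1 or either PBS 16 wk array (adjusted p up to 0.107), and that of Pdcd1lg2 without PBS 16 wk replicate 2 (adjusted p = 0.0606). All 7 study genes of exhaustion rose in PBS mice and 6 of them in p8-CPA mice, the exception being Tigit; 7 passed in each group when adjusted over the list alone, and the list is not independent evidence. A list of inhibitory receptors and ligands from general knowledge, with 21 measured, shares genes with that of the study. Of these 21 genes, 6 rose in PBS mice and 5 in p8-CPA mice, 6 in each when adjusted over the list alone, and the others did not pass. Their median log2 fold change was 0.04 and 0.08 (camera, adjusted p = 0.0173 and 0.000772, and 0.506 and 0.370 with an estimated correlation), and Pdcd1, Ctla4 and Havcr2, which encode PD-1, CTLA-4 and TIM-3, had log2 fold changes of 0.44, 0.19 and -0.24 in PBS mice. The camera calls were lost without naive replicate 2 (adjusted p = 0.440 and 0.120), and the one in PBS mice also without PBS 16 wk replicate 1 (adjusted p = 0.0574); the medians were 0.22 and 0.25 without naive replicate 1, 0.08 without PBS 16 wk replicate 2, and 0.17 and 0.23 without p8-CPA 16 wk replicates 1 and 2. From these genes the paper states that terms of innate and defense responses were enriched in granulocyte infiltration and activation genes and in T cell exhaustion molecules.

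**Figure D2:**
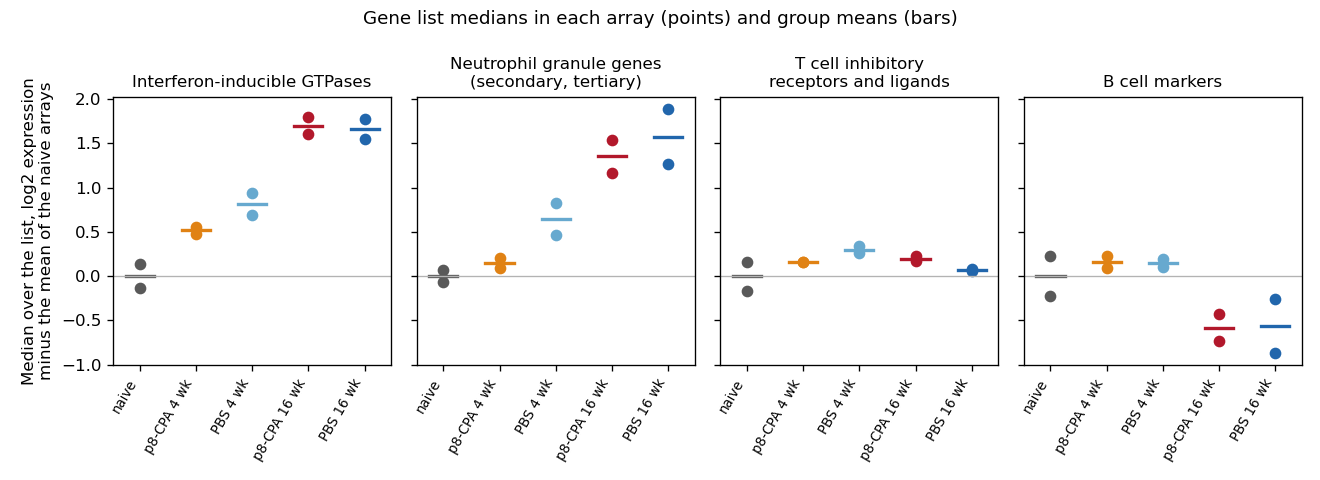
Median of each gene list per array, as log2 relative to the mean of the naive arrays (vertical axis), for the 5 groups (horizontal axis), with 1 panel each for interferon-inducible GTPases, neutrophil secondary and tertiary granule genes, T cell inhibitory receptors and ligands, and B cell markers; points are arrays and bars are group means. The granule genes stand at 1.26 and 1.89 in PBS mice and 1.17 and 1.54 in p8-CPA mice at 16 weeks, while the inhibitory receptors stand at 0.08 and 0.06 and at 0.23 and 0.17.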

To investigate the interaction among these common up-regulated DEGs, protein-protein interaction (PPI) network was constructed using STRING. The PPI network consisting of 271 nodes that interacted with 729 edges and an enrichment *p* < 1.0e^−^16, identified a highly significant enrichment for “immune system” (MMU-168256; FDR 1.39E-24), “innate immune system” (MMU-168249; FDR 5.39E-22) and “neutrophil degranulation” (MMU-6798695; FDR 8.81E-18) (Figure 7) further verifying the above analysis.

**Figure 7:**
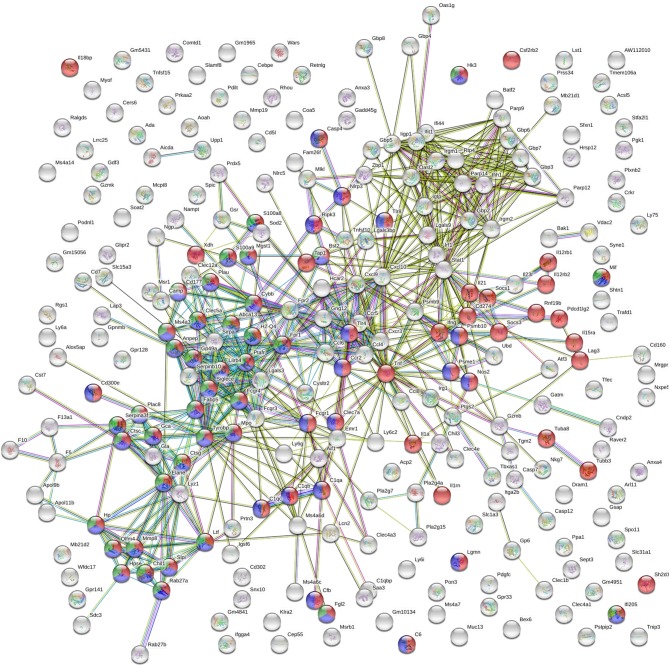
STRING analysis of the DEGs that were significantly up-regulated (*p* < 0.05, fold change > 2) in both vaccinated (p8-CPA_160−189_) and non-vaccinated (PBS) mice at late chronic phase of VL. STRING analysis achieved a PPI network of 271 nodes and 729 edges, with PPI enrichment *p* < 1.0e^−16^. Red shows genes involved in “immune system” term, blue shows genes involved in “innate immune responses” term and green show genes involved in “neutrophil infiltration” term. Lines in different color represent 7 types of evidence used in predicting associations. Red line: fusion evidence; green line: neighborhood evidence; blue line: co-occurrence evidence; purple line: experimental evidence; yellow line: text mining evidence; light blue line: database evidence and black line: co-expression evidence.

### Short Time-Series Expression Patterns During Disease Progression

To investigate gene expression change during progression of the visceral disease, we classified the expression patterns of 628 DEGs from non-vaccinated and vaccinated mice using STEM. 

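Genes that differed between any of the groups were sorted by their course over 3 times, taken as 0 (naive), 4 and 16 weeks post challenge, separately for PBS and p8-CPA mice. The set was the 401 probe sets, for 374 genes, with an adjusted p under 0.05 in limma's moderated F-test over the 5 groups. Probe sets whose mean changed by at least 0.585 (log2) between any pair of times were assigned to the closest of 16 model profiles, by correlation, after the short time series method that the paper used. The number in each profile was compared with the number expected over the 6 orders of the times. P-values were adjusted by the Bonferroni method over the profiles. The test counts probe sets as independent, although some genes, such as Syne1 and the Ccl21 genes, entered through several. Profile sizes and their p-values are thus not counts over independent genes. In PBS mice 373 probe sets were assigned and 4 profiles held more than expected, with 322 probe sets in them. In p8-CPA mice 344 were assigned and 3 profiles held more than expected, with 267 in them. The interferon-inducible GTPases, of which 17 entered, all had a rising profile in both groups, and so did Fpr2, Cd160, Iigp1 and Gm4951. The count of 401 was 199 and 190 without p8-CPA 4 wk replicates 1 and 2, 264 without p8-CPA 16 wk replicate 2, 260 without PBS 4 wk replicate 1 and 209 without PBS 16 wk replicate 2. In PBS mice 2 profiles held more than expected without either p8-CPA 4 wk array or PBS 16 wk replicate 2, and in p8-CPA mice 5 did without PBS 16 wk replicate 1.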

We identified a total of 3 significantly enriched patterns of expression among DEGs of non-vaccinated and vaccinated mouse group (*p*-value <0.05, non-parametric clustering algorithm of STEM with Bonferroni correction). Profiles 13, 12, 7 and 8 were common in both mouse groups whereas profiles 15 and 2 only presented enrichment in the non-vaccinated and vaccinated mouse group, respectively (Figure 8). Specifically, profiles 13 and 12 were characterized by progressively induced gene expression pattern over 16 weeks. 

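In PBS mice the largest profile was 13, which rises at 4 weeks and again at 16 weeks, with 172 probe sets (46.1% of those assigned, 35.5 expected). It held Fcgr4, Gbp2b, Cxcl9, S100a8 and S100a9. Profile 8, flat at 4 weeks and higher at 16 weeks, held 67 (18.0%, 18.3 expected), with Saa3, Ptgs2, Mpo and Ctsg among them. Profile 7, flat at 4 weeks and lower at 16 weeks, held 56 (24.7 expected), and profile 9, higher at 4 weeks and lower at 16 weeks, held 27 (12.7 expected, exact binomial test, Bonferroni-adjusted p = 0.0037). In p8-CPA mice the largest profile was 8, with 151 probe sets (43.9%, 48.8 expected), followed by 13 with 76 (22.1%, 19.8 expected) and 7 with 40 (11.6%, 13.5 expected); profile 9 held 12 (5.17 expected, exact binomial test, Bonferroni-adjusted p = 0.105). Profile 12, higher at 4 weeks and level after, held 15 probe sets in PBS mice (29 expected), with Lgals9, Lilrb4a and Mb21d2, and 2 in p8-CPA mice (16 expected). Profile 15, highest at 4 weeks and lower at 16 weeks, held 2 in PBS mice (35.5 expected), namely Fcamr and Rgs1, and 1 in p8-CPA mice, again Fcamr. Profile 2, which falls at 4 weeks and again at 16 weeks, held 13 in PBS mice (35.5 expected) and 15 in p8-CPA mice (19.8 expected). The numbers are those of the profiles made here. The paper describes its profile 15 as progressively induced, so the same number may stand for another shape there. Without p8-CPA 4 wk replicate 1, p8-CPA 4 wk replicate 2 or PBS 16 wk replicate 2, profile 13 held 110, 104 and 111 in PBS mice and profile 8 held 42, 38 and 30; profile 8 in p8-CPA mice held 92 without either p8-CPA 4 wk array. The call of profile 9 in PBS mice was lost without any array but those of p8-CPA 16 wk, and that of profile 7 without either p8-CPA 4 wk array or PBS 16 wk replicate 2. In p8-CPA mice profile 7 was lost without naive replicate 1, profile 9 was called without it or PBS 16 wk replicate 1, and profile 2 without naive replicate 2. Profile 6, lower at 4 weeks and higher at 16 weeks, was also called there without PBS 16 wk replicate 1.

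**Figure D3:**
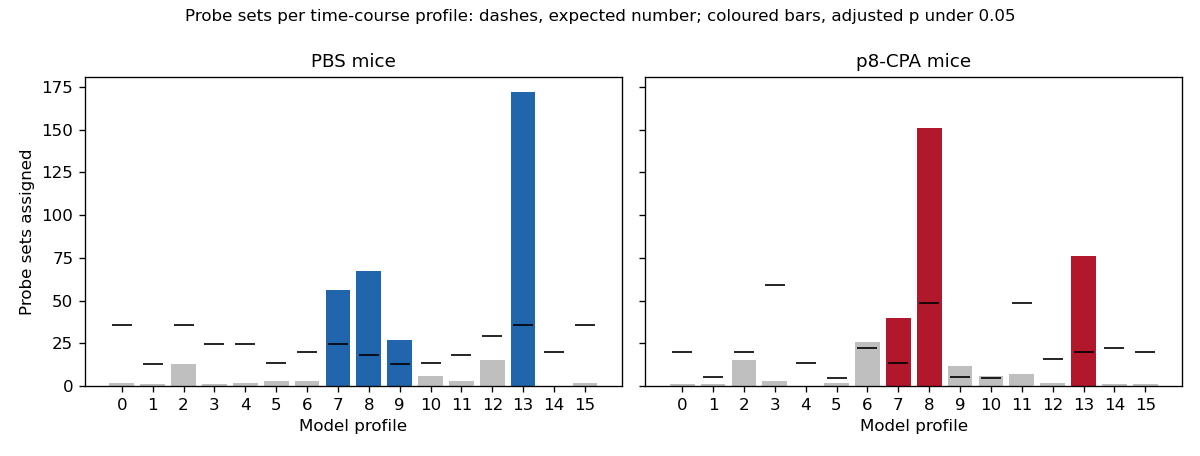
Number of probe sets (vertical axis) in each of the 16 model profiles (horizontal axis) for PBS and p8-CPA mice; bars are the assigned probe sets, dashes the expected number, and coloured bars have an adjusted p under 0.05. Profile 13 is the tallest in PBS mice, at 172, and profile 8 in p8-CPA mice, at 151.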

Profile 8 showed a late response gene expression pattern since their expression started after week 4, whereas profile 7 which showed a down-regulated gene expression pattern starting after week 4. 

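The probe sets of profile 13 in PBS mice had a median log2 fold change of 0.53 at 4 weeks and 1.15 at 16 weeks against naive mice, and those of profile 13 in p8-CPA mice of 0.41 and 1.13. In profile 8 the medians were 0.17 and 1.11 in PBS mice and 0.12 and 1.12 in p8-CPA mice. Profile 7 had medians of -0.04 and -0.86 in PBS mice and -0.03 and -0.80 in p8-CPA mice. Iigp1 shows the course of profile 13 in both groups, with log2 fold changes at 4 and 16 weeks of 1.56 and 2.42 in PBS mice and 0.93 and 2.50 in p8-CPA mice. Cxcl9, a chemokine that attracts activated T cells, was in profile 13 in PBS mice (0.96 and 2.24) and in profile 8 in p8-CPA mice (0.22 and 2.52). The values at 4 weeks describe the courses; no single probe set passed the threshold against naive mice at that time.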

Regarding profile 15 which was exclusive for non-vaccinated mouse group, it showed a progressively induced gene expression. On the contrary, profile 2 which applied only to vaccinated mouse group exhibited a down-regulated gene expression profile. Unexpectedly, few genes were identified common in the identical profiles among the groups.

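Of 317 probe sets assigned in both groups, 141 (44.5%) had the same profile in PBS and p8-CPA mice. These included 63 in profile 13, 43 in profile 8 and 25 in profile 7. Both courses start from the same naive arrays, so part of this share may come from them. The share expected of unrelated courses was not computed. Il21, a cytokine of helper T cells, Cd160, Fpr2 and Cxcl11 were in profile 13 in both groups, and Saa3, Ptgs2, Ctsg and Mpo were in profile 8 in both. The largest group with different profiles was of 99 probe sets in profile 13 in PBS mice and profile 8 in p8-CPA mice. Several of the 99 are probe sets of the same gene, Syne1. A further 11 were in profile 8 in PBS mice and in profile 6, lower at 4 weeks and higher at 16 weeks, in p8-CPA mice. Camp, an antimicrobial peptide of neutrophil granules, was one of them, with log2 fold changes at 4 and 16 weeks of 0.64 and 2.58 in PBS mice and -0.53 and 1.78 in p8-CPA mice. The change of each gene from 4 to 16 weeks was compared between the groups with limma. It called 0 probe sets, with a smallest adjusted p of 0.210. Of the 19789 tested, 1859 had an unadjusted p under 0.05, more than the share of 0.05 expected if no gene differed. Probe sets are not independent, so that count is not a test.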

**Figure 8:**
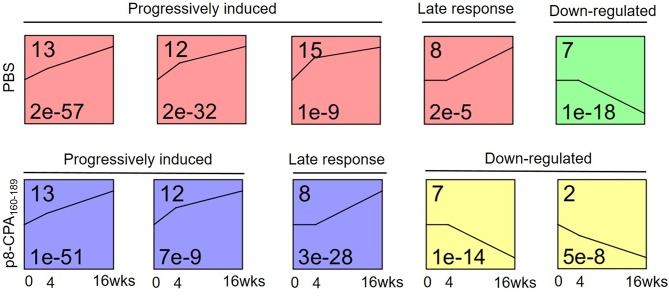
Microarray time course analysis of DEGs. STEM analysis classified 629 DEGs of spleens from non-vaccinated (PBS) and vaccinated (p8-CPA_160−189_) mouse groups at 0 (non-vaccinated non-infected), 4 and 16 weeks into 6 significant patterns of gene expression (*p* < 0.05). DEGs were classified into five main possible profiles according to the temporal gene expression pattern. Each square represents a pattern of gene cluster obtained by the STEM software. The number at the upper left corner of the box represents the profile ID number, and the black broken line in the box represents the overall trend in the expression of all genes in the gene set. The number in the lower left corner indicates the *p*-value assessing the similarity of the gene expression in the cluster.

Subsequently, the DEGs obtained from the different profiles were subjected to GO enrichment analysis. Only profiles 13, 12, and 8 in both mouse groups exhibited significant GO terms enrichment (Table 2). Moreover, comparative GO analysis revealed that the enriched biological processes among DEGs with profile 13 of non-vaccinated mice were analogous to those among DEGs with profile 8 of vaccinated mice i.e., “vesicle membrane,” “killing of cells of other organism,” “extracellular space,” “secretory granule,” “response to oxygen compounds” (Table 2). It must be noted that the terms identified in profile 8 of vaccinated mice were significantly enriched with genes known to be involved in neutrophil infiltration and degranulation, i.e., *Mpo, S100a8, Selp, Slpi, Ctsg*, and *Camp*. 

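Genes of interferon responses and of neutrophils that entered the time course were mainly in profiles 13 and 8, in shares that differed between lists and groups. All 17 interferon-inducible GTPases that entered were in profile 13 in PBS mice; in p8-CPA mice 12 were in profile 13 and 5 in profile 8, namely Gbp2b, Gbp8, Gm12250, Igtp and Irgm1. Of 12 genes of the interferon-γ response and antigen processing, 10 were in profile 13 and 2 in profile 8 in PBS mice, against 5 in profile 13, 6 in profile 8 and 1 in profile 6 in p8-CPA mice. Of 10 secondary and tertiary granule genes, 9 were in profile 13 in PBS mice and Camp was in profile 8, while in p8-CPA mice 8 were in profile 8, Chil3 in profile 13 and Camp in profile 6. Lcn2, which binds bacterial siderophores, Ltf, which encodes lactoferrin, and Ngp are 3 of these 8. Of 6 genes of the primary granule list, 2 were in profile 13, 3 in profile 8 and 1 in profile 12 in PBS mice. In p8-CPA mice 2 were in profile 13 and 4 in profile 8. The 2 in profile 13 in p8-CPA mice were Cebpe and Igsf6, which do not encode granule proteins. In PBS mice Igsf6 was in profile 12, and Cebpe was in profile 13 with Prtn3. Of 12 mature neutrophil markers, 6 were in profile 13 and 5 in profile 8 in PBS mice. In p8-CPA mice 1 was in profile 13 and 10 in profile 8, and Stfa2l1 was in profile 12 in both groups. These markers include Ly6c2, which is also on the monocyte list, and Acod1, a gene of activated macrophages.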

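In p8-CPA mice Mpo, the peroxidase of neutrophil granules, had log2 fold changes of 0.0074 at 4 weeks and 1.95 at 16 weeks and was in profile 8, as were Ctsg (-0.11 and 2.00), S100a8 (0.22 and 1.63) and Slpi (0.36 and 2.85). Selp, which encodes the adhesion molecule P-selectin, had log2 fold changes of -0.38 and 1.26 and did not enter the time course. In PBS mice S100a8 (0.90 and 2.36) and Slpi (0.72 and 2.28) were in profile 13 and Mpo (0.52 and 2.53) and Ctsg (0.24 and 2.58) in profile 8. Selp was at log2 fold changes of 0.52 and 1.50 there. Ly6g, a surface marker of neutrophils, was in profile 13 in PBS mice and in profile 8 in p8-CPA mice.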

As it was mentioned above, gene expression in profile 13 was characterized by progressive induction, with expression changes starting already from week 4, while a later induction, at 16 weeks, was observed for genes in profile 8 (Figure 8). Thus, this earlier gene activation in non-vaccinated as compared to vaccinated mice might be one of the causal factors for the faster disease establishment along with higher parasite loads. Moreover, DEGs in non-vaccinated mice in profile 12, which is characterized by a steeper induction at 4 weeks, and DEGs in vaccinated mice in profile 13 also enriched similar GO-BP terms, namely “cellular response to cytokines” and “response to cytokine” (Table 2). On the other hand, “response to interferon-beta” and “response to interferon-gamma” terms were only significantly enriched in vaccinated mice (Table 2).

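At 4 weeks post challenge the genes of neutrophil granules had higher values in PBS mice than in p8-CPA mice. Ngp, a neutrophil granule protein, was at 9.64 ± 0.32 (SD, n = 2, log2) in PBS mice and 8.54 ± 0.23 in p8-CPA mice, a log2 difference of 1.10 (2.14-fold, standard error 0.25, adjusted p = 0.483 from limma). Lcn2 was at 9.11 ± 0.31 against 8.08 ± 0.33 (1.03), Ltf differed by 1.02 and Camp by 1.17, and none passed the threshold over all genes. Of 18 secondary and tertiary granule genes, 17 were higher in PBS mice, with a median difference of 0.49, and 2 passed when adjusted over the list alone (camera, adjusted p = 1.48e-08, and adjusted p = 0.279 with an estimated correlation). The list median, set against the naive mean, was 0.47 and 0.83 in the PBS arrays and 0.20 and 0.09 in the p8-CPA arrays. The 11 primary granule genes were all higher in PBS mice (median 0.35; camera, adjusted p = 0.00419, and adjusted p = 0.483 with an estimated correlation), a call lost without p8-CPA 4 wk replicate 2 (median 0.15, adjusted p = 0.102) or PBS 4 wk replicate 2 (adjusted p = 0.111). The interferon-inducible GTPases were higher in PBS mice by a median of 0.22 (camera, adjusted p = 1.07e-05, and adjusted p = 0.392 with an estimated correlation), with 1 of 19 past the threshold when adjusted over the list alone; without PBS 4 wk replicate 1 the median was 0.15 (adjusted p = 0.0546) and without replicate 2 it was 0.37. In the same comparison all 26 erythroid markers were lower in PBS mice, with a median of -0.34 (camera, adjusted p = 7.54e-10, and adjusted p = 0.378 with an estimated correlation), and 35 of the 36 cell cycle genes were lower, with a median of -0.37 (adjusted p = 4.91e-12, and adjusted p = 0.411 with an estimated correlation) that was -0.24 without p8-CPA 4 wk replicate 1, -0.59 without PBS 4 wk replicate 1 and -0.16 without PBS 4 wk replicate 2. Lists of other kinds were higher in PBS mice too: megakaryocyte and platelet markers by a median of 0.58 (adjusted p = 2.55e-10, and adjusted p = 0.315 with an estimated correlation; 0.94 without p8-CPA 4 wk replicate 1 and 0.26 without its replicate 2), immediate-early and heat shock genes by 0.17 (adjusted p = 0.00511, and adjusted p = 0.370 with an estimated correlation; adjusted p = 0.232 without PBS 4 wk replicate 2) and small nucleolar RNA and microRNA genes by 0.11 (adjusted p = 0.00277, and adjusted p = 0.300 with an estimated correlation). From profile 13 in non-vaccinated and profile 8 in vaccinated mice, the paper proposes that earlier activation without vaccination might be one of the factors behind faster disease and higher parasite loads.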

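Type I interferon-stimulated genes were higher in both groups at 16 weeks post challenge. Of 33 measured, 8 rose in PBS mice and 6 in p8-CPA mice, and 18 in each when adjusted over the list alone (median log2 fold changes 0.48 and 0.52; camera, adjusted p = 7.77e-14 and 5.5e-13, and 0.174 and 0.183 with an estimated correlation). Oasl2, an oligoadenylate synthetase-like protein, was at 7.92 ± 0.04 (SD, n = 2, log2) in PBS mice against 6.04 ± 0.07 (log2 fold change 1.88, standard error 0.16, adjusted p = 0.000246 from limma) and rose by 1.77 in p8-CPA mice. Oas1g, of the same family, rose by 1.77 and 1.88, and Zbp1, a sensor of nucleic acids, by 1.44 in PBS mice. Oas1g and Zbp1 were in profile 13 in both groups, and Oasl2 was in profile 13 in PBS mice and 8 in p8-CPA mice. The difference between PBS and p8-CPA mice at 16 weeks had a median of 0.04 for these genes (camera, adjusted p = 0.652), of 0.013 for those of the interferon-γ response (adjusted p = 0.897) and of -0.028 for the interferon-inducible GTPases (adjusted p = 0.914).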

**Table 2:** GO-Biological Processes term enrichment of DEGs involved in acute or progressively induced profiles identified by STEM analysis.

		**Term**	**Genes**	***p*-value**	**Corrected *p*-value**
PBS group	Profile 13	GO:0012506~vesicle membrane	10	8.10E-05	0.028
		GO:0044433~cytoplasmic vesicle part	10	8.10E-05	0.028
	Profile 12	GO:0034097~response to cytokine	24	1.20E-05	0.006
		GO:0010033~response to organic substance	35	1.30E-05	0.006
		GO:0071345~cellular response to cytokine stimulus	20	7.00E-05	0.03
p8-CPA_160−189_ group	Profile 13	GO:0035458~cellular response to interferon-beta	13	1.60E-06	<0.001
		GO:0071346~ cellular response to interferon-gamma	16	1.80E-06	<0.001
		GO:0034341~ response to interferon-gamma	17	2.60E-06	<0.001
		GO:0035456~ response to interferon-beta	13	4.70E-06	<0.001
		GO:0034097~ response to cytokine	33	1.80E-05	0.004
		GO:0071345~ cellular response to cytokine stimulus	28	5.00E-05	0.01
	Profile 12	GO:0031640~ killing of cells of other organism	10	2.40E-05	0.016
		GO:0044364~ disruption of cells of other organism	10	2.40E-05	0.016
		GO:0030141~ secretory granule	15	2.60E-05	0.016
		GO:0051883~killing of cells in other organism involved in symbiotic interaction	7	4.50E-05	0.022
		GO:0051818~disruption of cells of other organism involved in symbiotic interaction	7	4.50E-05	0.022
		GO:0005615~ extracellular space	66	5.20E-05	0.022
		GO:0099503~ secretory vesicle	15	5.50E-05	0.022
		GO:1901700~ response to oxygen-containing compound	31	7.40E-05	0.026
	Profile 8	GO:0031347~ regulation of defense response	10	9.20E-05	0.024

### DEGs Related With Stage-Specific Expression Patterns

We next screened for DEGs with specific expression in non-vaccinated mice and vaccinated during the late phase of disease (16 weeks). Comparative analysis of the DEGs among the two groups identified DEGs with either significant up-regulation or suppression (Figure 6A). DAVID functional analysis conducted on the 120 and 77 genes that were significantly up-regulated exclusively in non-vaccinated and vaccinated infected mice did not provide any additional information regarding the immune status among the two groups studied. Specifically, we found that GO functional annotation of the 120 up-regulated genes resulted to only 1 GO-BP term, namely “response to other organism” (Table 3 and Supplementary Table 2). On the other hand, the 77 up-regulated DEGs in non-vaccinated mice were significantly over-represented in GO Biological Processes related not only to “inflammatory responses” and “response to other organism” but also to “regulation of interleukin-10 production” probably related to severity of infection in spleen (Table 3 and Supplementary Table 2). 

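Of genes called higher against naive mice at 16 weeks, 99 were called in PBS mice only and 47 in p8-CPA mice only. Elane is one of those called in PBS mice only. Prg2 and Epx, granule proteins of eosinophils, had log2 fold changes of 1.86 and 1.54 in PBS mice (adjusted p = 0.012 and 0.0149 from limma), calls that were lost without naive replicate 1 or PBS 16 wk replicate 2 (adjusted p up to 0.109 and 0.124), and of 0.91 and 0.87 in p8-CPA mice (adjusted p = 0.193 and 0.157). The 16 markers of eosinophils, basophils and mast cells were higher in PBS than in p8-CPA mice by a median of 0.34. By camera the adjusted p was 7.65e-07, and 0.217 with an estimated correlation. The median was 0.17 without PBS 16 wk replicate 2. The arrays overlapped, with list medians of 0.099 and 0.44 in PBS mice and 0.35 and -0.089 in p8-CPA mice. The 27 immunoglobulin genes were lower in PBS than in p8-CPA mice, with a median difference of -0.33 (camera, adjusted p = 1.77e-09, and adjusted p = 0.279 with an estimated correlation; median difference -0.19 without p8-CPA 16 wk replicate 1 and -0.13 without PBS 16 wk replicate 1). Tested directly, PBS and p8-CPA mice at 16 weeks differed in 0 probe sets by limma, with a smallest adjusted p of 1.00 and 960 at an unadjusted p under 0.05, 430 higher and 530 lower in PBS mice; 3 were called without p8-CPA 16 wk replicate 2 and 1 without PBS 16 wk replicate 2. If no gene differed, a share of 0.05 of the 19789 probe sets tested would have an unadjusted p under 0.05. The 960 found in the direct test are no more than that. Of the 212 probe sets called in PBS mice only, in either direction, 100% had the same sign in p8-CPA mice. Of these 212, 196 (92.5%) had an unadjusted p under 0.05 there. Of the 85 called in p8-CPA mice only, 100% had the same sign in PBS mice and 80 (94.1%) an unadjusted p under 0.05. Both comparisons use the same naive arrays, and in 100 simulations of unchanged groups with lists as long, added after the results were seen, the same sign was found for 88.9% and 89.4% and an unadjusted p under 0.05 for 14.7% and 12.0%. The counts of 99 and 47 were 42 and 73 without naive replicate 1, and 62 in PBS mice without naive replicate 2. They were 181 and 22 without p8-CPA 16 wk replicate 1, 182 and 21 without its replicate 2, and 12 and 153 without PBS 16 wk replicate 2, while the count in p8-CPA mice was 90 without PBS 16 wk replicate 1.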

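At 16 weeks Tigit, an inhibitory receptor of T cells and NK cells, was at 4.91 ± 0.09 (SD, n = 2, log2) in PBS mice and 4.35 ± 0.65 in p8-CPA mice, against 3.60 ± 0.45 in naive mice. It rose in PBS mice (log2 fold change 1.32, standard error 0.27, adjusted p = 0.0306 from limma), while in p8-CPA mice its log2 fold change was 0.76 (adjusted p = 0.209). Il1f9, a cytokine of the interleukin-1 family, was at 5.36 ± 0.03 in PBS mice and 4.93 ± 0.26 in p8-CPA mice against 4.41 ± 0.03; it rose in PBS mice (log2 fold change 0.94, standard error 0.19, adjusted p = 0.0299), and its log2 fold change in p8-CPA mice was 0.52 (adjusted p = 0.224). Compared directly, PBS and p8-CPA mice differed by 0.56 in Tigit and 0.42 in Il1f9, each with an adjusted p of 1.00. The call of Tigit in PBS mice was lost without naive replicate 2 or any array of p8-CPA 4 wk, PBS 4 wk or PBS 16 wk (adjusted p up to 0.175), Tigit was called in p8-CPA mice without p8-CPA 16 wk replicate 2, and the call of Il1f9 was lost without either array of naive, p8-CPA 4 wk or PBS 16 wk mice (adjusted p up to 0.162).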

Interestingly, *Tigit* related to CD8^+^ T cell exhaustion was found among the DEGs uniquely expressed in non-vaccinated mice as well as *Il1f9* encoding for the pro-inflammatory cytokine IL-36γ.

**Table 3:** Gene ontology terms enriched by DEGs that were uniquely expressed in non-vaccinated (PBS) and vaccinated (p8-CPA_160−189_) at 16 weeks post *L*. *infantum* challenge.

**Term**	**Genes**	**Adjusted *p*-value**
**PBS group**		
GO:0006954~inflammatory response	18	2.56E-05
GO:0051707~response to other organism	22	4.54E-05
GO:0001819~positive regulation of cytokine production	14	3.17E-05
GO:0031347~regulation of defense response	14	0.005
GO:0098542~defense response to other organism	14	0.005
GO:0050866~negative regulation of cell activation	8	0.006
GO:0050900~leukocyte migration	10	0.006
GO:0032653~regulation of interleukin-10 production	5	0.014
GO:0001818~negative regulation of cytokine production	8	0.018
GO:0032613~interleukin-10 production	5	0.016
**p8-CPA**_**160−189**_ **group**		
GO:0051707~response to other organism	19	0.012

*For the non-vaccinated group, the top 10 GO-BP terms involved are shown*.

### qRT-PCR Validation of Microarray Results

Then, we performed qRT-PCR to ensure that the microarray results could be validated. For this reason, we measured expression of *Cxcl9, Cxcl11, Il21*, as well as *Lag3, Cd274, Pcdc1lg2, Lgasl9*, and *Lilirb4* molecules (Figures 9A–H). 

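On the arrays, each of Cxcl9, Cxcl11, Il21, Lag3, Cd274, Pdcd1lg2, Lgals9 and Lilrb4a rose in PBS and in p8-CPA mice at 16 weeks post challenge. Cxcl9 was at 11.20 ± 0.07 (SD, n = 2, log2) in PBS mice and 11.49 ± 0.09 in p8-CPA mice against 8.96 ± 0.30 in naive mice, which is 4.71-fold and 5.75-fold (adjusted p = 0.000154 and 0.000111 from limma). Cxcl11, a chemokine of the same receptor, had log2 fold changes of 1.43 (adjusted p = 0.0099) and 2.07 (adjusted p = 0.0012), and Lilrb4a of 0.87 (adjusted p = 0.00548) and 0.92 (adjusted p = 0.00397). The call of Cxcl11 in PBS mice was lost without naive replicate 2 or PBS 16 wk replicate 1 (adjusted p up to 0.0591). At 4 weeks all 8 had positive log2 fold changes in both groups, with medians of 0.77 in PBS mice and 0.37 in p8-CPA mice; none passed over all genes, and 7 and 3 did when adjusted over the list alone. The list was chosen by the study, which is why its direction is not independent evidence (camera at 16 weeks, adjusted p = 2.15e-16 and 6.76e-19, and adjusted p = 0.0520 in each with an estimated correlation). The qRT-PCR values themselves were not analysed here.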

The qRT-PCR expression values of all genes confirmed statistically significant differential expression in the same direction as the microarray data with a strong positive correlation (correlation coefficient, *r* = 0.845; *p* < 0.01) (Figure 9I).

**Figure 9:**
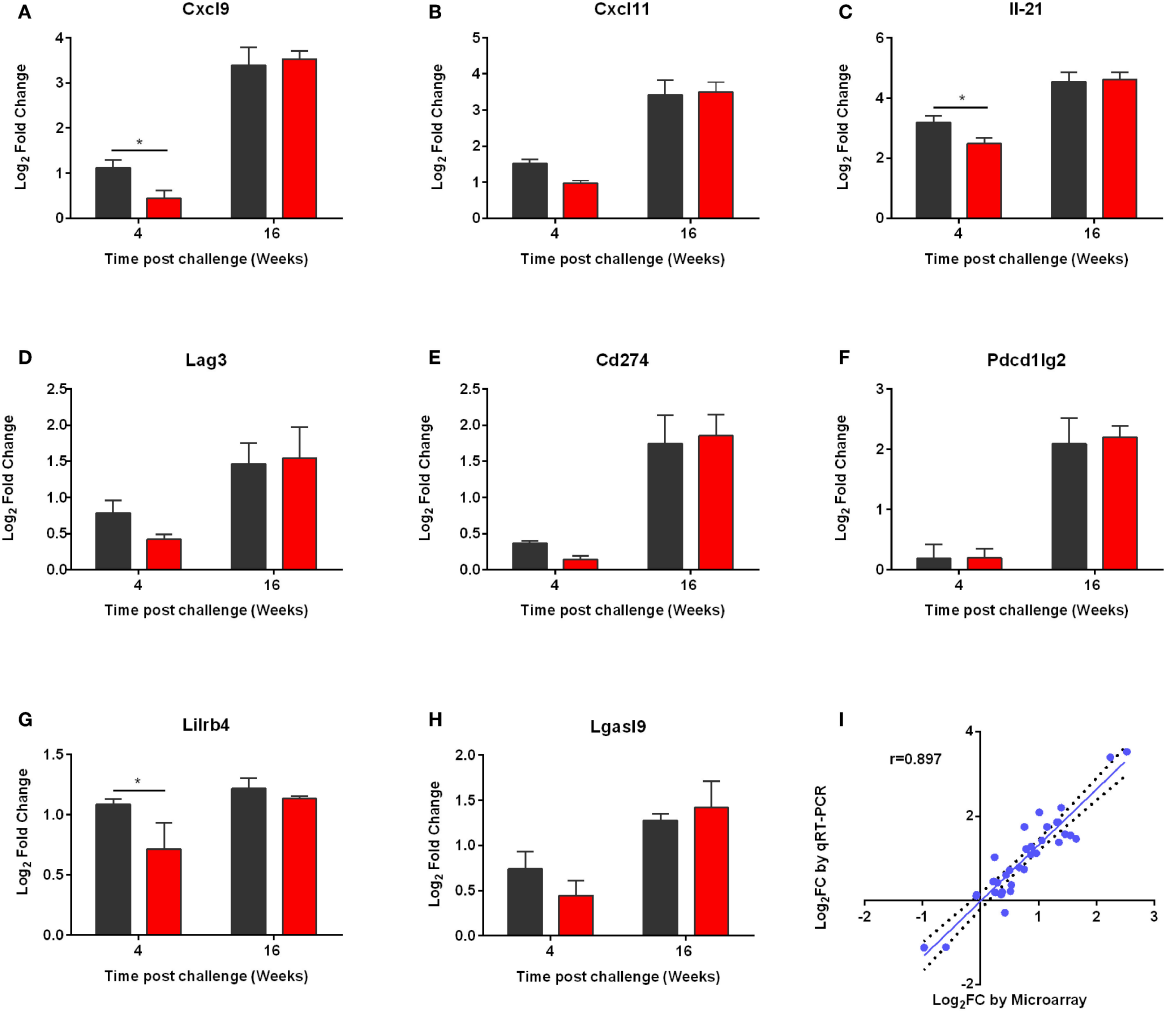
qRT-PCR validation of the microarray data. **(A)** CXCL9, **(B)** CXCL11, **(C)** IL-21, **(D)** LAG3, **(E)** CD274, **(F)** PD-L2, **(G)** LILRB4, and **(H)** LGASL9 were validated. qPCR analysis for the expressions of the above genes was conducted in the RNA samples of non-vaccinated (PBS; black) and vaccinated (p8-CPA_160−189_; red) mice at 4 and 16 weeks post challenge. The data are displayed as Log_2_ fold-change relative to the expression in naïve (non-vaccinated non-infected) mice. Results are presented as means ± SD of three individual mice per group. **(I)** Correlation between microarray and qRT-PCR expression data for 9 selected genes at 4 and 16 weeks post challenge both in vaccinated and non-vaccinated mice. Correlation between microarray and qRT-PCR data was analyzed by Spearman's Rho test. The correlation coefficient was = 0.897, with a statistical significance of *p* < 0.001.

## Discussion

In the present study an integrated systems biology approach was applied to investigate the evolving immune response following *L. infantum* challenge in mice vaccinated with CPA_160−189_-loaded p8-PLGA nanoparticles, an experimental vaccine considered capable of inducing sterilizing immunity. Using microarray analysis together with flow cytometry and multiplex immunoassays, we identified transcriptional and cellular profiles that shed light on pathways and gene expression modules associated with the mechanisms that drive progression toward disease.

Visceral leishmaniasis (VL) is a life threating disease and until now there is not any commercially available vaccine for humans (1). Current research efforts on the field are focused in the development of subunit vaccines containing protein fragments or multi-epitope peptides with potentially broad immunological coverage (24). In a previous study, we developed PLGA nanoparticles that were surface-modified with an octapeptide, namely p8, mimicking the TNFα-docking region with TNFRII. These nanoparticles were able to shape the immune response toward T_H_1 and T_H_17 by differentiating DCs into fully functionally DC_1_. Moreover, p8-PLGA nanoparticles having encapsulated SLA were able to confer almost sterile protection against experimental VL through significant induction of IFN-γ-producing CD8^+^ T cells (10). Based on these findings, in the present study we used p8-PLGA nanoparticles to encapsulate a 30-mer peptide, CPA_160−189_, a multi-epitope peptide designed to contain promiscuous overlapping MHC class I- and II-restricted epitopes (9). In accordance with a previous study of ours, p8-PLGA nanoparticles proved suitable carriers for CPA_160−189_, since sensitization of bone-marrow DCs with p8-PLGA nanoparticles induced their maturation as expressed by enhanced number of CD40 and CD80, MHCI and MHCII expressing cells. Moreover, CPA_160−189_ encapsulation further enhance the expression of CD40 and CD80 molecules on DCs surface, which are considered crucial molecules for T cell activation and their differentiation into T_H_1 populations (25, 26). Similarly, we and others have shown that selection of proper carriers for the delivery of various antigenic peptides could serve for the improvement not only of their immunogenicity, since peptides alone cannot induce strong and long-lasting immune responses, but also for guiding antigens to class I or II cytoplasmic major histocompatibility complex loading machinery overcoming the need for classical cross-presentation and facilitating heightened DC stimulation of antigen-specific CD8^+^ T-cells (14, 27, 28).

Indeed, we found that subcutaneous vaccination with CPA_160−189_-loaded p8-PLGA nanoparticles significantly induced the differentiation of antigen-specific CD8^+^ T lymphocytes, minimally induced antigen-specific CD4^+^ T cell populations and presented significantly increased levels of IFN-γ in the spleen. It has been described that CD8^+^ T cell populations are significant for parasite elimination and disease resolution (29–31). Moreover, CD8^+^ memory T cells are responsible for secondary infection control along with CD4^+^ T cells (32). Indeed, mice vaccinated with CPA_160−189_-loaded p8-PLGA nanoparticles were able to control infection with *L. infantum* since ~80 and 70% reduction of parasite loads was detected in spleen and liver, respectively, 4 weeks post challenge compared to the control mouse group. The elevated protection levels were accompanied by increased levels of the pro-inflammatory cytokine IFN-γ. However, as disease progressed, parasite load became similar to that of control mice (16 weeks after infection). These findings suggest that CPA_160−189_-loaded p8-PLGA nanoparticles may have induced preferentially terminally different T cells, since effective vaccination has been shown to be constituted by multi-functional CD4^+^ and CD8^+^ T cells able to expand in the presence of antigenic stimulus and eventually control the disease (33). Also, these mouse group did not produce increased amounts of TNFα in comparison to non-vaccinated mice, further supporting the reduced protection levels against *L. infantum* infection. TNFα is known to induce - alone or in synergism with IFN-γ – the production of NO and ROS by macrophages resulting in parasite elimination (34). Thus, absence of specific induction of TNFα against parasite nicely correlates with the increased parasite load detected at late-chronic phase of disease. Moreover, vaccinated mice acquired the ability to produce IL-10 in response to antigenic stimulus, even though at lower levels than IFN-γ. In VL experimental model, IL-10 plays a significant role in disease establishment by suppressing CD4^+^ and CD8^+^ T cell activation; high levels of IL-10 have been observed to induce CD8^+^ T cell exhaustion and dysfunction (35).

In order to identify the effect of *L. infantum* infection on expression of immune-related genes over the course of infection and eventually on vaccine efficacy, transcriptome analysis in splenic tissue of vaccinated and non-vaccinated mice was conducted at 4 and 16 weeks post challenge. As expected, expression data from non-vaccinated infected mice were significantly different from those in vaccinated mice at 4 weeks of infection reflecting differences in the parasite load related to the elevated protection levels. 

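The gene with the smallest p between PBS and p8-CPA mice at 4 weeks post challenge was Rgs1, at 6.83 ± 0.05 (SD, n = 2, log2) in PBS mice and 5.91 ± 0.07 in p8-CPA mice, a log2 difference of 0.91 (1.88-fold, standard error 0.12, adjusted p = 0.190 from limma). Among the next by p were Pramel33, with a log2 difference of 1.02 (adjusted p = 0.223), Taf1d, a factor of RNA polymerase I transcription, with -0.83 (adjusted p = 0.331), Aoc3, an amine oxidase of vessel walls, with 0.79, and Atp5d, a subunit of ATP synthase, with -1.19 (adjusted p = 0.359 each). Fcgr4 differed by 0.69 and Iigp1 by 0.63 (adjusted p = 0.544 each). The 17 megakaryocyte and platelet markers were all higher in PBS mice, by a median of 0.58 (camera, adjusted p = 2.55e-10, and adjusted p = 0.315 with an estimated correlation), and this median was 0.94 without p8-CPA 4 wk replicate 1 and 0.26 without its replicate 2. Over all genes, limma called 0 probe sets between these groups. Of the 19789 tested, 1546 had an unadjusted p under 0.05, with 934 higher and 612 lower in PBS mice. This is more than the share of 0.05 expected if no gene differed. Probe sets are not independent, so the count is not a test.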

At this time point, vaccinated mice did not display any alteration regarding gene expression when compared to naïve mice, indicating their healthy profile further depicted by the significantly reduced levels of parasite load in spleen. On the other hand, non-vaccinated mice despite the fact that exhibited a relative low number of DEGs displayed positive regulations of pathways and gene modules related to type I interferon signaling at 4 weeks post challenge, suggesting that IFN-α/β might play important role in infection with *L. infantum*. 

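Type I interferon-stimulated genes were higher in PBS mice at 4 weeks by a small margin. Of 33 measured, 26 had higher means than in naive mice, with a median log2 fold change of 0.15, 0 passed over all genes and 3 did when adjusted over the list alone (camera, adjusted p = 6.81e-05, and adjusted p = 0.378 with an estimated correlation). Oas1g had a log2 fold change of 0.95 (adjusted p = 0.157 from limma), Zbp1 of 0.70, Ifit1 of 0.69 and Oasl2 of 0.58. In p8-CPA mice 28 of the 33 were higher, with a median of 0.16 (camera, adjusted p = 5.85e-06, and adjusted p = 0.322 with an estimated correlation), and 1 passed when adjusted over the list alone. Between the groups these genes differed by a median of 0.04 (camera, adjusted p = 0.854). The call in PBS mice was lost without naive replicate 1 (adjusted p = 0.200) or PBS 4 wk replicate 1 (median 0.06, adjusted p = 0.0855), and its median was 0.24 without naive replicate 2 and 0.26 without PBS 4 wk replicate 2; the call in p8-CPA mice was lost without naive replicate 1 (adjusted p = 0.124).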

Dominance of interferon-related pathways was also seen in a transcriptomics study conducted in the hamster model of VL, with about 30% of all genes scored as interferon inducible (36). Blood transcriptomics conducted in asymptomatic infected individuals with *L. infantum* as well as in active VL patients, also revealed enhancement of type I interferon pathway in both cases. The above research group suggested that the response induced by IFN-α/β signaling might have a dual role on the context and clinical status induced by *L. infantum* (37). Specifically, a fine regulation of IFN-α/β expression and of the transcriptional programs induced by those cytokines could promote a protective response in asymptomatic individuals. On the contrary, an unbalanced signaling by these cytokines during chronic VL could play a similar pathological role as that observed with *Mycobacterium tuberculosis* and *Plasmodium* infections (38, 39). In the case of *Mycobacterium* infection, it was shown that over-activation of IFN-γ and type IFN-α/β signaling pathways promoted hyperactivation of neutrophils, thus supporting a role for them in the pathogenesis in tuberculosis (38). In accordance with those findings, we were also able to detect significant enrichment of neutrophil-related genes from 4 weeks post challenge, including genes implicated in neutrophils infiltration and activation that showed an increasing pattern over-time in parallel with others genes implicated in IFN-related pathways as evidenced by STEM analysis with profiles 13 and 12, respectively.

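In PBS mice at 4 weeks the neutrophil genes were already above their values in naive mice. Ly6g was at 6.15 ± 0.43 (SD, n = 2, log2) against 4.88 ± 0.44, a log2 fold change of 1.27 (2.41-fold, standard error 0.36, adjusted p = 0.448 from limma). Chil3, a secreted chitinase-like protein of myeloid cells, had a log2 fold change of 1.19, Olfm4, a protein of specific granules, of 1.15 and Lcn2 of 1.09. None of the 18 secondary and tertiary granule genes passed over all genes and 9 did when adjusted over the list alone, with a median of 0.63 (camera, adjusted p = 2.69e-12, and adjusted p = 0.204 with an estimated correlation). Of the 21 markers of mature neutrophils, likewise 0 and 10 passed, with a median of 0.48 (camera, adjusted p = 2.56e-13, and adjusted p = 0.103 with an estimated correlation), which was 0.78 without PBS 4 wk replicate 1. For the 11 primary granule genes 1 passed when adjusted over the list alone, with a median of 0.35 (camera, adjusted p = 0.000458, and adjusted p = 0.378 with an estimated correlation); without naive replicate 1 the median was 0.16 (adjusted p = 0.209) and without replicate 2 it was 0.55. In the 2 PBS arrays the median of erythroid markers was -0.41 and -0.49, against -0.35 and 0.35 in the naive arrays, and that of cell cycle genes -0.17 and -0.50, against -0.36 and 0.36.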

The interplay of type I interferon signaling and neutrophils has been supported by Martinelli et al. that showed that these signaling pathways are crucial for neutrophils to facilitate some of their own functions (40). In the case of sever systemic infections there is increased concentration of pro-inflammatory cytokines, including type I and II interferons, due to inflammation that results in emergency myelopoiesis and enhanced neutrophil production (41). In BALB/c mice, chronic infection of the spleen with viscerotropic species of *Leishmania* is accompanied by a chronic inflammation resulting to enlargement of the organ, extensive remodeling of the splenic architecture and the late onset of extramedullary myelopoiesis (42). This increased rate of myelopoiesis leads to the induction of myeloid-derived suppressor cells (MDSCs), consisting of monocytic- and polymorphonuclear-MDSCs. It has been shown that MDSC migrate along a gradient of the pro-inflammatory S100A8/9 in cancer models (43, 44). Massive infiltration of neutrophils at the site of *M*. *tuberculosis* infection has been found to result in up-regulated levels of S100A8/9 and MDSC accumulation (45). MDSCs display T-cell inhibitory functions through various mechanisms such as IFN-γ-mediated secretion of NO or ROS, increased arginase activity and PPAR-γ triggering. In accordance we those findings, we detected an increased expression of LILRB4 inhibitory molecule from 4 weeks post challenge in non-vaccinated mice. Importantly, STRING analysis unveiled a direct interaction among LILRB4 and neutrophil activating and chemoattracting factors, i.e., FCGR4 and FPR2, further supporting the infiltration of granulocytic populations with immunosuppressive properties in spleen. This profile was further enriched through the expression of PD-L1, PD-L2, CD160, and TIGIT at 16 weeks post challenge following disease establishment. LILRB4 expression marks tolerogenic DCs and has been reported to be elevated in APCs of cancer patients (46, 47) and decreased in autoimmune diseases (48, 49). Membrane-bound LILRB4 interacts with T cells in a cell-to-cell contact-dependent manner and induces immune suppression or tolerance by inducing anergy in CD4^+^ T cells, suppressing the differentiation of IFN-γ-producing CD8^+^ T cells and inhibiting T cell proliferation and the induction of Tregs and alloantigen-specific CD8^+^ suppressor T cells (50, 51). Moreover, a soluble form of LILRB4 resulting from alternative splicing has been described to interact with T cells and induce anergy (52). Regarding infectious diseases, *Salmonella* infection sufficiently enhances LILRB4 expression on DCs and monocytes and its activation results in increased levels of IL-10 production (53). Analogous profiles have been detected in chronically infected hamster spleen tissues which presented increased mRNA expression of PD-1, CTLA-4, PD-L1, and PD-L2 molecules (54), as well as in dogs with chronic VL having increased expression of exhaustion markers in CD4 T cells (55). The existence of exhausted T cells was also verified in our model by up-regulated levels of IL-21 mRNA from week 4 post-challenge that was significantly increased at 16 weeks. It has been proposed that IL-21 acts as a VL-promoting cytokine through the regulation and expansion of pathogenic anti-inflammatory cytokine IL-10, as evidenced by elevated IL-21 mRNA in splenic aspirate cells from patients with active disease (56), as well as in experimental models of BALB/c mice and hamsters infected with *L*. *donovani* parasite (57, 58). 

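Il21, a cytokine of helper T cells, was at 3.77 ± 0.09 (SD, n = 2, log2) in naive mice, 4.65 ± 0.06 in PBS mice and 4.55 ± 0.16 in p8-CPA mice at 4 weeks post challenge. Its log2 fold change at 4 weeks was 0.89 in PBS mice (1.85-fold, standard error 0.13, adjusted p = 0.0803 from limma) and 0.79 in p8-CPA mice (1.73-fold, adjusted p = 0.461), so that neither passed the threshold. Between these groups it differed by 0.10 (adjusted p = 0.859). With a stricter intensity filter it was among the 12 probe sets called in PBS mice at 4 weeks. At 16 weeks it rose in both groups, to 5.21 ± 0.03 in PBS mice (2.72-fold, adjusted p = 0.000293) and 3.08-fold in p8-CPA mice (adjusted p = 0.000129).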

IL-10 is the main disease promoting cytokine in VL. Therefore, IL-10 together with IL21 could participate in disease progression and pathogenesis.

Despite the fact that vaccinated mice did not present this phenotype at 4 weeks post challenge, during transition to late chronic infection there was a significant enrichment of molecules related to type I interferon signaling, neutrophil infiltration, and T cell exhaustion, as depicted in PPI networks and evidenced also by STEM analysis. It has been shown that mostly via their adjuvant action, vaccines often induce not only a neutrophil influx but also an MDSC attraction to the site of application (59–62). MDSC populations are considered essential for protection against exacerbated inflammatory tissue destruction and for shifting immune memory toward a protective T_H_1 response (63). However, they may also interfere with generation of protective memory immune responses through suppression of T cell effector cells during infection. Supportive to this were the findings from depletion studies of MDSC and regulatory T cell populations exhibiting improved clinical outcome and vaccination efficacy (64). Despite the fact that in the present study we did not detect such populations, one cannot bypass the possibility that vaccination with CPA_160−189_-loaded p8-PLGA nanoparticles could have elicited the induction of suppressive populations that were further enhanced during infection after the induction of parasite-specific suppressive populations (65–67).

In the present study, we identified a set of genes indicating an association of enhanced interferon-mediated inflammation, neutrophil infiltration, and T cell exhaustion with *L*. *infantum* infection establishment in spleen of BALB/c mice However, this finding needs further investigation using knock-out mice or depletion studies targeting specific populations i.e., neutrophils or MDSCs in order to shed light to their role during infection. Moreover, it must be stressed out that the murine model of VL requires a high dose of parasites given intravenously—a non-physiological route of infection—in order for the parasite to get established giving only a small piece of knowledge regarding the immune responses during human VL. Supportive to this are the new studies in this area that have shown that saliva components can modify the course of infection when given with low doses of parasites and thus the cell populations involved in the immune response (68–71). Thus, the development of an effective vaccine against *Leishmania* should not only be focused on the selection of leishmanial antigens that are proper for inducing the differentiation of effector T cells but also on the appropriate experimental model for the identification of cell populations having immunomodulatory functions and are elicited during vaccination and/or use of suitable experimental models. In conclusion, in depth research is needed to shed light into the role of these pathways and cell populations in the scopes of designing effective vaccines against leishmaniasis

## Data Availability Statement

The datasets generated for this study can be found in the GEO ID: GSE134661, www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134661.

## Ethics Statement

The maintenance of laboratory mice and *in vivo* studies were performed in SPF (Specific Pathogens Free) conditions at the approved establishments of Department of Animal Models for Biomedical Research, Hellenic Pasteur Institute under the registered codes EL25BIO011, EL25BIO012, and EL25BIO013. Animals were housed at room temperature 22 ± 2°C, relative humidity 40–70% and 12 h light/12 h dark cycle. All procedures complied to PD 56/2013 and European Directive 2010/63/EU, welfare and ethical use of laboratory animals based on 3+1R: Replacement, Reduction, Refinement and Respect and the guidelines of PREPARE (Planning Research and Experimental Procedures on Animals: Recommendations for Excellence), ARRIVEs (Animal Research: Reporting *in vivo* experiments) κ*αι* ARRIGE (Association for Responsible Research and Innovation in Genome Editing). The experimental protocol was reviewed and approved by the Institutional Protocol Evaluation Committee and was licensed under the registered code 4455/10-07-2014, by the Official Veterinary Authorities of Attikis Prefecture. Animals' welfare was assessed by the competent users and was supervised daily by the members of Institutional Welfare Body.

## Author Contributions

MA and EK conceived and designed the experiments. MA, EA, and OK performed the experiments. MA, ST, OK, and EK analyzed the data. MA, AH, CK, and EK contributed with the reagents, materials, and analysis tools. MA, ST, OK, and EK wrote the paper. All the authors read and approved the manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

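Spleen RNA of BALB/c mice was measured on Affymetrix Mouse Gene ST arrays in 5 groups with 2 arrays each: naive mice, and PBS and p8-CPA mice at 4 and 16 weeks post challenge. The authors processed the arrays with the rma function of oligo (background correction, quantile normalization and summary of the probes of each set), and the deposited values are log2 intensities. Versions of the authors' tools are not given in the sources used here. Array medians lay between 4.47 and 4.54, and every value column could be assigned to a sample.

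Gene symbols came from the annotation table of the platform. It lists 23525 probe sets with 1 symbol and 1810 with several, and 16010 are not listed. A probe set with several symbols counted in a gene list only if all of its genes were in the list. Probe sets were kept when their value exceeded the first quartile (0.25) of the probe set medians in a share of arrays over 0.5. Those listed in the annotation were tested with lmFit and eBayes of limma (version 3.58.1 in R 4.3.3), in one model with 5 group means, 5 residual degrees of freedom and 5.52 prior degrees of freedom. Contrasts were each infected group against naive mice, PBS against p8-CPA mice at each time, and the difference between these groups in the change from 4 to 16 weeks. An F-test over the groups gave the input of the time course. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and no minimum fold change. DEG counts are probe sets, and overlaps are counted over unique gene labels.

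The genes to name were set by rule: every gene that the paper names from its arrays and the 10 genes of the first sheet of Supplementary Table 1 at an FDR under 0.05; in each comparison, the 10 highest and 5 lowest log2 fold changes among probe sets past the threshold whose arrays did not overlap between the groups, or the 5 of smallest p where none passed, without predicted genes, small RNAs and immunoglobulin segments; and up to 4 members of each list with the largest change. Values of many of these genes in the paper's supplementary tables were seen before the rule was written. Lists of genes for immune cell types, pathways, other tissues and RNA classes (35, of which 4 hold genes chosen by the study) were written from general knowledge. Some members of the immune lists had been seen in the paper's supplementary tables. Each was tested in 6 comparisons with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 210 list tests. For list tests of the change from 4 to 16 weeks, added after the data were seen, the adjustment ran over the 31 lists not chosen by the study. Within a list, p-values were also adjusted over its members alone.

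The copy of Supplementary Table 2 used here is shortened, with 302 genes and 298 terms. Its genes are therefore only described, and the comparison of immune genes was tested on the union of 18 immune lists that do not come from the study. Supplementary Table 1 is held in part, with 1998 readable entries for each group at 4 weeks.

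Time courses were sorted in the manner of the short time series method: 3 times, 16 model profiles with steps of at most 2 units, a minimum change of 0.585 (log2) between any pair of times, assignment by correlation, expected sizes from the 6 orders of the times, an exact binomial test and Bonferroni adjustment over the profiles. The naive arrays serve as the shared first time of both groups. Overlaps between comparisons that share naive arrays were set beside 100 simulations of unchanged groups. The calculations were also tested on simulated data: in the comparisons against naive mice 5.33% to 6.60% of calls were false, changes of 4-fold were recovered in 99.8% or more, and a list shifted by 0.5 was called in 10 of 10 runs. The errors in this test were drawn independently for each probe set. It therefore does not show how the list tests behave with correlated genes.

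Alternatives set beforehand were no or a stricter intensity filter, keeping unlisted probe sets, 1 probe set per gene, repeated quantile normalization, shifting arrays to one median, an intensity trend or robust estimates in eBayes, array weights, only the compared groups in the model, the replicate number as a block, a log2 fold change above 1, an adjusted p under 0.01, and each array left out in turn. In that last case the remaining array of its group is assumed to vary like the other groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qRT-PCR and enrichment results of the paper were not used here.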

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

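The tests of list shifts and of groups against each other were set before the data were seen. Tests of the change from 4 to 16 weeks, the random liver lists and the predictions named as written later were chosen after the results were seen. Medians below are log2 differences of gene lists; none of their calls by camera was kept with an estimated correlation.

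In p8-CPA 16 wk replicate 1, genes of liver had a median of 1.29 above the naive mean, far from the other array of the group, and Alb was at 7.54 ± 2.87 (SD, n = 2) over both. Liver tissue in that spleen sample was tested by a prediction written before, on a second list of liver genes. The median difference between the 2 arrays was to count against liver tissue under 0.3, and for it only from a higher bound. It was 0.298 (bootstrap standard error 0.166), on the side against liver tissue but by less than its error, so the test cannot tell. None of 10000 random lists, drawn after this was seen, reached as high (largest 0.163). Of the 23 measured genes of the second list, 15 were higher in replicate 1 than in replicate 2. In replicate 1, 13 of the 23 were above all other arrays, where a share of 10% would be expected. A shift of all rarely expressed genes on that array is not borne out, since the difference was 0.052 in adipose genes and -0.26 in pancreas genes, against 1.35 in liver genes. The biological explanation, vaccination or time after challenge, predicted raised liver genes in both arrays of the group, and the other array had a liver median of -0.052. With 2 mice in the group, an array without the signal cannot exclude this explanation. The liver medians were 0.29 and 0.24 in the p8-CPA 4 wk arrays. They were 0.044 and -0.044 in the naive arrays and -0.18 and 0.027 in the PBS 4 wk arrays. Both of these predictions were written after the values were seen.

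At 4 weeks the secondary and tertiary granule genes of neutrophils were higher in PBS than in p8-CPA mice by a median of 0.49. A single deviating array was tested by a prediction written before: with each of the 4 arrays left out the median lay between 0.336 and 0.643, against a pooled SD of 0.264. The sign of the difference did not rest on a single array. Its lowest value was not far above this spread, and the PBS arrays themselves lay at 0.47 and 0.83, so its size did depend on single arrays. A lower share of erythroid and dividing cells in the PBS mice would raise other cell types alike; the granule genes exceeded the B cell markers by 0.513 (standard error 0.497) and the T cell markers by 0.532 (standard error 0.368), a test written after the result was seen that cannot tell. Vaccination against no vaccination is the biological explanation that the design offers. The mature neutrophil markers were higher in PBS mice too, by 0.39 (camera, adjusted p = 6.21e-05, and adjusted p = 0.281 with an estimated correlation). Whole-spleen values alone do not separate more neutrophils from more transcripts per cell.

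At 4 weeks the interferon-inducible GTPases were above naive in p8-CPA mice. For the normalization between arrays, a prediction was written before. After repeated quantile normalization the median was 0.51, above the highest naive array at 0.140. The deposited values were already quantile-normalized, so repeating it could hardly move them. The test therefore cannot exclude an effect of the normalization itself. Chance spread of the arrays could remain, since fry, which keeps the correlation between the genes, gave an adjusted p of 0.0637; this was written after the result was seen and cannot tell. The biological explanation is an interferon response to infection in vaccinated mice, which the design does not separate from the vaccine itself, as no vaccinated mice without challenge were measured.

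Other lists that differed between PBS and p8-CPA mice by camera, with both arrays of one group beyond both of the other, at 4 weeks (PBS minus p8-CPA) were the GTPases at 0.22, the interferon-γ response at 0.11, primary granule genes at 0.35, mature neutrophil markers at 0.39, eosinophil, basophil and mast cell markers at 0.22, inhibitory receptors at 0.14, red pulp macrophage genes at 0.12, inflammatory monocyte genes at 0.14 and dendritic cell genes at 0.099. Outside the immune lists these were erythroid markers at -0.34, megakaryocyte markers at 0.58, cell cycle genes at -0.37, stromal genes at 0.13, liver genes at -0.15, immediate-early and heat shock genes at 0.17, small nucleolar RNA and microRNA genes at 0.11 and histone genes at -0.071. At 16 weeks they were primary granule genes at 0.35, cell cycle genes at 0.11, T helper 2 and regulatory T cell genes at -0.16 and immunoglobulin genes at -0.33. Lists called by camera with overlapping arrays were cytotoxic and NK cell genes at 0.12 at 4 weeks and, at 16 weeks, secondary and tertiary granule genes at 0.33, eosinophil, basophil and mast cell markers at 0.34, erythroid markers at 0.10, ribosomal protein genes at 0.12, plasma cell genes at -0.14, T cell markers at -0.11, stromal genes at -0.13 and liver genes at -0.61.

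In the change from 4 to 16 weeks, the groups differed (PBS minus p8-CPA) in the GTPases by -0.25, erythroid markers by 0.46, megakaryocyte markers by -0.45, cell cycle genes by 0.50, plasma cell genes by -0.22, inhibitory receptors by -0.25, red pulp macrophage genes by -0.18, stromal genes by -0.25, immunoglobulin genes by -0.42 and histone genes by 0.16.

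Lists higher than in naive mice at 16 weeks by camera, with both arrays above both naive arrays, that the paper does not discuss were, in PBS mice, megakaryocyte markers (0.99), germinal centre genes (0.38), cytotoxic and NK cell genes (0.40), red pulp macrophage genes (0.28) and ribosomal protein genes (0.12). In p8-CPA mice they were megakaryocyte markers (0.84), germinal centre genes (0.31), plasma cell genes (0.27), cytotoxic and NK cell genes (0.41), red pulp macrophage genes (0.28) and immunoglobulin genes (0.46).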

How the results depend on the processing

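The alternatives were set before the data were seen, except those with names from Supplementary Table 1 and the Benjamini-Hochberg adjustment over the profiles, with which p8-CPA mice had profile 9 besides (adjusted p = 0.0261). With 2 arrays per group, each comparison rests on the pooled spread; where an array is left out, the lone array of its group is assumed to vary like the others. Where a value changes below, the cause was not tested, beyond the lower number of arrays or the stricter threshold itself. The count in PBS mice at 4 weeks is an exception. Changing only the trend and the probe set names, a choice made after seeing the data, gave the paper's 10 genes. The largest profile was 13 in PBS mice and 8 in p8-CPA mice in each setting run. With a minimum change of 1 instead of 0.585, 192 were assigned in PBS mice (103 in profile 13, 39 in profile 8) and 172 in p8-CPA mice (94 in profile 8, 44 in profile 13), and the same profiles were significant.

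With a stricter intensity filter, 12 probe sets were called in PBS mice at 4 weeks, and lower calls at 16 weeks were 223 in PBS mice, 130 in p8-CPA mice and 83 shared. With an intensity trend in the variance prior these were 8, 201, 124 and 71, and the F-test over the groups called 657. With no intensity filter, lower calls in p8-CPA mice were 42. With the replicate number as a block, 2 were called in PBS mice at 4 weeks and 41 lower in p8-CPA mice; replicate numbers do not pair the arrays, since residuals of equal numbers correlated between -0.169 and 0.154 over the 10 pairs of groups.

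With unlisted probe sets kept, the counts at 16 weeks were 208 in PBS mice (168 higher, 40 lower) and 219 in p8-CPA mice (180 higher, 39 lower), with 130 shared higher, 11 shared lower, 34 higher in PBS mice only and 113 by the F-test. With array weights they were 325 (77 lower) and 190 (173 higher, 17 lower), with 148 shared higher, 11 shared lower and 21 higher in p8-CPA mice only. With only the compared groups in the model they were 137 (124 higher, 13 lower) and 155 (148 higher, 7 lower), with 96 shared higher, 2 shared lower and 24 higher in PBS mice only. At a log2 fold change above 1 they were 212 (177 higher, 35 lower) and 168 (152 higher, 16 lower), with 124 and 8 shared, 41 higher in PBS mice only and 24 in p8-CPA mice only. At an adjusted p under 0.01 they were 170 (142 higher, 28 lower) and 133 (127 higher, 6 lower), with 108 and 4 shared, 30 and 17 higher in one group only, and 119 by the F-test.

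With the trend and names from Supplementary Table 1, chosen after seeing the data, 10 were called in PBS mice at 4 weeks, 223 lower in PBS mice at 16 weeks, 550 in p8-CPA mice at 16 weeks (132 lower), 74 shared lower, 76 higher in p8-CPA mice only, 716 by the F-test and 3 in the change from 4 to 16 weeks, and p8-CPA mice had 5 profiles.

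Without each array in turn, calls in PBS mice at 4 weeks ranged from 0 to 1; at 16 weeks calls ranged from 159 to 486 in PBS mice (higher 127 to 346, lower 24 to 147) and from 193 to 343 in p8-CPA mice (higher 164 to 280, lower 29 to 72). Shared higher calls ranged from 112 to 184, shared lower calls from 11 to 51, the shared percent from 31.2 to 54.0, higher calls in PBS mice only from 12 to 182 and in p8-CPA mice only from 21 to 153. Calls between the groups at 16 weeks ranged from 0 to 3, in the change from 4 to 16 weeks from 0 to 1, and by the F-test from 190 to 366. Profiles ranged from 2 to 4 in PBS mice and from 3 to 5 in p8-CPA mice, and those lost without an array were profiles 7 and 9 in PBS mice and profile 7 in p8-CPA mice.

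The difference in immune genes at 4 weeks was 0.11 on the lists written from general knowledge, and its call was lost with an estimated correlation. Of 128 list calls, 128 were lost with an estimated correlation, 2 with no filter, 3 with repeated quantile normalization, 1 with the replicate block and 3 to 14 without an array; of 10 list calls in the change from 4 to 16 weeks, 10 were lost with an estimated correlation and 8 without p8-CPA 16 wk replicate 1. Of 70 called results of named genes, array weights lost 11, only the compared groups 22, unlisted probe sets kept 21, no filter 4 and the replicate block 2, and leaving out an array lost 6 to 20.

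List medians whose direction turned without an array ranged, in PBS mice at 4 weeks against naive, from -0.70 to -0.0022 for cell cycle genes (direction by camera) and -0.10 to 0.37 for B cell markers. In p8-CPA mice at 4 weeks they ranged from -0.42 to 0.27 for erythroid markers, -0.66 to 0.059 for megakaryocyte markers, -0.29 to 0.39 for cell cycle genes, -0.073 to 0.36 for B cell markers, -0.045 to 0.22 for inhibitory receptors, -0.14 to 0.18 for T helper 2 and regulatory T cell genes and -0.35 to 0.045 for histone genes. In PBS mice at 16 weeks they ranged from -0.35 to 0.28 for erythroid markers, -0.13 to 0.57 for cell cycle genes and -0.16 to 0.11 for histone genes; in p8-CPA mice at 16 weeks from -0.46 to 0.23, -0.23 to 0.47 and, for liver genes, -0.052 to 1.29.

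Between PBS and p8-CPA mice, T cell markers ranged from -0.16 to 0.15 at 4 weeks. At 16 weeks primary granule genes ranged from -0.11 to 0.98, B cell markers from -0.21 to 0.31, T cell markers from -0.25 to 0.032, red pulp macrophage genes from -0.14 to 0.072, stromal genes from -0.27 to 0.017 and liver genes from -1.20 to 0.00054. B cell markers in the change from 4 to 16 weeks ranged from -0.16 to 0.37.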

Differences from the paper's values

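An adjusted p under 0.05 was used without a minimum fold change. The legends of Figures 5 and 7 add a fold change above 2, which Lilrb4a, Mb21d2 and Rgs1, 3 of the paper's 10 genes at 4 weeks, do not reach (1.72-fold, 1.89-fold and 1.72-fold here in PBS mice); with it the counts at 16 weeks are 212 in PBS and 168 in p8-CPA mice. The profiles were adjusted by the Bonferroni method, which the paper's Results state, whereas its Methods state that of Benjamini and Hochberg. Counts are taken to differ when one is more than 1.5 times the other, and these are the bounds meant below. Alternatives are those set before the data were examined unless said otherwise.

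Differentially expressed genes in PBS mice at 4 weeks: the paper's 10, here 0. A stricter intensity filter (12) and an eBayes trend (8) lie within the bounds set for a difference; the other alternatives do not. The stricter filter called 9 of the paper's genes together with Il21, Klra2 and Snord37. The trend called Fcamr, Fcgr4, Fpr2, Gbp2b, Gm4951, Iigp1, Lilrb4a and Rgs1, the replicate block called Gm4951 and Iigp1, and Iigp1 was called without PBS 4 wk replicate 2. The trend together with names from Supplementary Table 1, chosen after seeing the values, called 10 and drops 0 of the paper's genes. Changing these settings alone thus removed the difference from the paper's 10.

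Lower genes in PBS mice at 16 weeks: the paper's 210, here 131. A stricter filter (223), repeated quantile normalization (164), the trend (201), and leaving out naive replicate 2 (147), p8-CPA 16 wk replicate 1 (140) or replicate 2 (140) lie within the bounds, and the other alternatives do not. Names from Supplementary Table 1 (158), alone or with the trend (223), do as well and were chosen after seeing the values.

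Lower genes in p8-CPA mice at 16 weeks: the paper's 135, here 71. A stricter filter (130), repeated quantile normalization (91) and the trend (124) lie within the bounds, and the others do not; names from Supplementary Table 1 (93), alone or with the trend (132), do and were chosen after seeing the values.

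Shared lower genes: the paper's 76, here 35. A stricter filter (83), the trend (71) and leaving out naive replicate 2 (51) lie within the bounds, and the others do not; the trend with names from Supplementary Table 1 (74) does and was chosen after seeing the values.

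Higher genes in p8-CPA mice only: the paper's 77, here 47. The paper gives 77 to vaccinated mice in one place and to non-vaccinated mice in another; the first is used here. A stricter filter (55), 1 probe set per gene (55), repeated quantile normalization (58), arrays shifted to one median (54), the trend (68), and leaving out naive replicate 1 (73) or PBS 16 wk replicate 1 (90) lie within the bounds, and the others do not; names from Supplementary Table 1 (62), alone or with the trend (76), do and were chosen after seeing the values.

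Input of the time course: the paper's 629, here 401. A stricter filter (569), the trend (657) and array weights (495) lie within the bounds, and the others do not; names from Supplementary Table 1 (459), alone or with the trend (716), do and were chosen after seeing the values.

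The log2 fold changes of the paper's genes at 4 weeks in Supplementary Table 1 match those computed here. Over the readable leading part of that table (1821 and 1789 probe sets in the tests at 4 weeks, of 1998 entries held and 18014 not held in each group, and 138 at 16 weeks, of 148 held and 19864 not held), the p-values here had median ratios to its p-values of 1.27 (PBS mice, 4 weeks), 1.09 (p8-CPA mice, 4 weeks) and 2.93 (PBS mice, 16 weeks), and of 1.01, 1.01 and 1.07 with the trend and names from Supplementary Table 1, a setting chosen after seeing the values. The paper counts profiles 12, 15 and 2 among its significant patterns. Its numbers may not stand for the same shapes as here: it describes profile 15 as progressively induced, while profile 15 here is highest at 4 weeks and lower at 16 weeks. The profiles numbered 12, 15 and 2 here held 15, 2 and 13 probe sets in PBS mice and 2, 1 and 15 in p8-CPA mice, under the expected numbers, while profile 9 held 27 in PBS mice and was significant, a call lost with the probe sets called at 16 weeks as input and without any array but those of p8-CPA 16 wk. In p8-CPA mice profile 9 was significant without naive replicate 1 or PBS 16 wk replicate 1, and with the Benjamini-Hochberg adjustment of the exact binomial test, chosen after seeing the values (adjusted p = 0.0261). Profile 2 was significant there without naive replicate 2, and profile 6 without PBS 16 wk replicate 1. Profiles 13, 8 and 7, which the paper gives for both groups, were significant in both here, though profile 7 was not in PBS mice without either p8-CPA 4 wk array or PBS 16 wk replicate 2, nor in p8-CPA mice without naive replicate 1. The paper counts few genes with the same profile in both groups. Here 141 of 317 probe sets assigned in both (44.5%) had the same one. Part of that share may come from the shared naive arrays and from the few large profiles. The share expected of unrelated courses was not computed. The paper names neutrophil genes in profile 8 of vaccinated mice; here Mpo, S100a8, Slpi and Ctsg were there, Camp was in profile 6 and Selp did not enter the time course, and Mpo and Ctsg were in profile 8 in PBS mice as well. The paper finds terms of interferon responses enriched in profiles of vaccinated mice only; here 17 GTPases were in profile 13 in PBS mice, and 12 in profile 13 and 5 in profile 8 in p8-CPA mice. The paper states that expression differed between PBS and vaccinated mice at 4 weeks, and its rank-sum test of immunity-related genes gave p < 0.05. Here limma called 0 probe sets between them. Of the 19789 tested, 1546 had an unadjusted p under 0.05, more than the share of 0.05 expected if no gene differed. Probe sets are not independent, so that count is not a test. List medians differed by camera, in calls all lost with an estimated correlation (adjusted p of 0.279 or higher). The paper describes Il21 as raised from 4 weeks, and it also measured Il21 by qRT-PCR, which was not analysed here. On the arrays its adjusted p from limma in PBS mice at 4 weeks was 0.0803, and it was called there with a stricter intensity filter. Elane, which the paper lists among granulocyte genes of enriched terms at 16 weeks, had an adjusted p of 0.0742 in p8-CPA mice here, and was called there with the trend and without naive replicate 2 or either PBS 16 wk array. The paper counts genes specific to each group at 16 weeks. A direct test of PBS against p8-CPA mice called 0 probe sets by limma. Of the 19789 probe sets tested, 960 had an unadjusted p under 0.05. This is no more than the share of 0.05 expected if no gene differed.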

Other observations

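Megakaryocyte and platelet genes were higher in both infected groups at 16 weeks than in naive mice, with median log2 differences of 0.99 in PBS mice (camera, adjusted p = 1.77e-13) and 0.84 in p8-CPA mice (adjusted p = 3.06e-11), and adjusted p = 0.279 and 0.302 with an estimated correlation. Of 17 measured, 4 and 2 rose over all genes, and 16 in each group when adjusted over the list alone. Clec1b, a platelet activation receptor, rose by 1.23 in PBS mice, a call lost without either naive array or PBS 16 wk replicate 2 (limma, adjusted p up to 0.130). Complement C1q genes of macrophages rose too, among 27 red pulp macrophage genes of which 9 and 6 rose, or 11 in each when adjusted over the list alone: C1qc by 0.93 in PBS mice (adjusted p = 0.00812 from limma) and 1.07 in p8-CPA mice, the former lost without naive replicate 1 or PBS 16 wk replicate 2 (adjusted p up to 0.0813). The list's median of 0.28 was 0.16 in PBS mice without PBS 16 wk replicate 2, and 0.15 in p8-CPA mice without p8-CPA 16 wk replicate 1 (camera, adjusted p = 1.56e-05 and 1.01e-06, and 0.370 and 0.315 with an estimated correlation).

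Genes of stromal and endothelial cells were lower at 16 weeks, by medians of -0.52 in PBS mice and -0.40 in p8-CPA mice over 26 measured genes, of which 3 and 0 fell over all genes and 15 and 5 when adjusted over the list alone (camera, adjusted p = 1.53e-12 and 3.15e-08, and 0.181 and 0.275 with an estimated correlation). The p8-CPA median was -0.24 without p8-CPA 16 wk replicate 2. T helper 1 genes had medians of 0.32 and 0.29, with 4 and 5 of 16 higher, or 7 and 5 when adjusted over the list alone (camera, adjusted p = 1.07e-05 and 5.37e-06, and 0.162 and 0.153 with an estimated correlation); the PBS median was 0.48 without PBS 16 wk replicate 2. Cytotoxic lymphocyte and NK cell genes went both ways, with 5 higher and 1 lower in PBS mice and 5 higher and 3 lower in p8-CPA mice.

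Lists with no call by camera at 16 weeks, in PBS and p8-CPA mice, were erythroid markers (-0.016 and -0.12), pancreas genes (-0.067 and -0.086), adipose genes (-0.12 and -0.089), immediate-early and heat shock genes (-0.16 and -0.20), dendritic cell genes (0.11 and 0.14) and histone genes (-0.0027 and -0.026). Genes of oxygen and nitrogen radicals and arginine use had medians of 0.22 and 0.17, with 2 higher in each group and 3 and 4 when adjusted over the list alone (camera, adjusted p = 0.0135 and 0.0316, and 0.257 and 0.279 with an estimated correlation). The call in p8-CPA mice was lost without naive replicate 2 (adjusted p = 0.0746) or p8-CPA 16 wk replicate 1 (adjusted p = 0.124).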
